# Structural insight into hierarchical DNMT3A autoinhibition and its dysregulation in disease

**DOI:** 10.1038/s41467-026-69563-1

**Published:** 2026-02-18

**Authors:** Jiuwei Lu, Emily Vig, Jianbin Chen, Kristjan H. Gretarsson, Nelli Khudaverdyan, Zengyu Shao, Chao Lu, Chia-en A. Chang, Jikui Song

**Keywords:** Cryoelectron microscopy, Transferases, DNA methylation

## Abstract

DNA methyltransferase DNMT3A-mediated DNA methylation is important for genomic imprinting and transcriptional regulation. However, how the regulatory domains of DNMT3A cooperate with its methyltransferase domain and histone marks to orchestrate genomic methylation remains unclear. Here we report the cryo-EM structure of DNMT3A2 with regulatory factor DNMT3L, revealing an intricate domain interaction underlying multilayered autoinhibition. The PWWP domain interacts with the ADD and methyltransferase domains to block the target recognition domain and the H3K36me2-binding pocket, thereby coupling the H3K36me2 binding with DNMT3A activation, adding a layer of allosteric regulation distinct from the previously characterized ADD-H3K4me0 regulation. Molecular dynamics simulations of the DNMT3A-DNMT3L complex further reveals that relief of DNMT3A autoinhibition involves disengagement of the CpG-recognition loop of the target recognition domain from autoinhibitory interaction, leading to enhanced accessibility of the target recognition domain loop for DNA binding and DNMT3A activation. Importantly, our combined structural, biochemical and genomic methylation analysis demonstrates that disrupting the PWWP-ADD interaction by disease-associated DNMT3A mutations leads to impaired DNMT3A autoinhibition and substrate specificity, providing a potential explanation to aberrant DNA methylation in disease.

## Abstract (web summary)

The details of how the DNMT3A regulatory domains cooperate with its methyltransferase domain and with histone marks remained unclear. Here, the authors use structural biology and molecular dynamics to better understand this interaction.

## Introduction

DNA methylation is an important epigenetic mechanism essential for gene regulation and genome stability^1–3^. In mammals, DNA methylation mainly occurs within the symmetric CpG dinucleotides, established by de novo DNA methyltransferases DNMT3A and DNMT3B during gametogenesis and early embryogenesis^4,5^. Subsequently, the DNA methylation landscape continues to evolve throughout development, through a coordinated action between DNMT3A, DNMT3B and maintenance DNA methyltransferase DNMT1^6–8^. Proper regulation of the DNA methylation activities of DNA methyltransferases across various regions of the genome is critical for transcriptional programming and other cellular processes^9^.

To date, two isoforms of DNMT3A have been identified: DNMT3A1 and DNMT3A2, differing in a DNMT3A1-unique N-terminal ubiquitin-dependent recruitment region (UDR) that recognizes histone H2A lysine-119 mono-ubiquitylation (H2AK119ub1)^10–14^. On the other hand, both isoforms contain a methyltransferase (MTase) domain preceded by a Pro-Trp-Trp-Pro (PWWP) domain and an ATRX-DNMT3-DNMT3L (ADD) domain^4,15^, which serve as specific readers for di-methylated histone H3 lysine-36 (H3K36me2) and unmethylated H3 lysine-4 (H3K4me0) respectively^11,16–21^. It has been shown that the H3K4me0 interaction relieves the ADD-mediated DNMT3A autoinhibition, thereby stimulating DNMT3A-mediated DNA methylation in the corresponding genomic regions^22,23^. Likewise, recent studies showed that the presence of a H3K36me2 peptide led to enhanced DNA methylation activity of DNMT3A in vitro^24^, although the underlying mechanism is unclear.

DNMT3A-mediated DNA methylation is further regulated by DNMT3-like (DNMT3L) protein during gametogenesis and early embryogenesis^25–28^. DNMT3L harbors an N-terminal ADD domain that reads the H3K4me0 mark^29^ and a C-terminal methyltransferase-like (ML) domain that associates with the DNMT3A MTase domain to stimulate the DNA methylation activity of the latter^26,30^. Previous studies on the DNMT3A MTase and DNMT3L ML fragment (DNMT3A^MTase^-DNMT3L^ML^) and the DNMT3A ADD-MTase and DNMT3L ML fragment (DNMT3A^ADD-MTase^-DNMT3L^ML^) revealed a 3A-3L-3L-3A linear assembly, mediated by a hydrophilic interface between the DNMT3A subunits (a.k.a. RD interface) and a hydrophobic interface (a.k.a. FF interface) between the DNMT3A and DNMT3L subunits^22,31^. Furthermore, the substrate recognition of DNMT3A-DNMT3L complex is mainly mediated by three structural elements: the catalytic loop (residues 707–731), a loop from the target recognition domain (TRD loop: residues 831–847), and a helical element (residues 881–887) at the RD interface^32,33^. In addition, a crystal structure of the DNMT3A^ADD-MTase^-DNMT3L^ML^ complex revealed an autoinhibitory conformation in which the direct interaction between the ADD and MTase domains of DNMT3A leads to occlusion of its catalytic site and H3K4me0-binding site^22^, lending an explanation to the coupling between the H3K4me0 binding and the enzymatic activation of DNMT3A^23^. However, how DNMT3A transits from such an autoinhibitory state to an active state remains elusive.

Mutations of DNMT3A have been associated with a wide spectrum of human diseases and developmental disorders^34–38^. For instance, mutation at the site of R882 within the MTase domain represents a hot-spot mutation in acute myeloid leukemia (AML) and clonal haematopoiesis^35^. Likewise, mutations within the ADD domain (e.g. E545G) have been associated with AML, Tatton-Brown-Rahman syndrome and myelodysplastic syndrome (MDS)^38–40^. In addition, mutations within the PWWP domain (e.g. W330R and D333N) have been linked to microcephalic dwarfism^34^. Mechanistically, the R882 mutations promote high-order DNMT3A multimerization, causing a dominant-negative effect in its DNA methylation activity^41–44^. The PWWP mutations were shown to lead to gain-of-function DNA methylation in polycomb targets^11,34,36^, in part attributed to the loss of the PWWP-H3K36me2 interaction and the competing chromatin-targeting mechanism underpinned by the interaction between DNMT3A1 UDR and histone H2AK119ub1-marked nucleosome^12–14^. Due to the lack of structure-function characterization of a DNMT3A fragment harboring the PWWP, ADD and MTase domains, a comprehensive understanding of how the mutations within the regulatory domains of DNMT3A contribute to disease progression remains lacking.

To elucidate the functional regulation of DNMT3A, we solved the cryo-EM structure of DNMT3A2 bound to full-length DNMT3L, revealing a multilayered autoinhibition. The DNMT3A PWWP domain dynamically interacts with the ADD and MTase domains to strengthen the previously characterized autoinhibition by the ADD domain. Furthermore, the PWWP domain-mediated autoinhibition leads to occlusion of the H3K36me2-binding pocket and the CpG-engaging TRD loop, thereby coupling the H3K36me2 binding with DNMT3A activation. Through molecular dynamics (MD) simulation of DNMT3A-DNMT3L under apo and histone-bound states, we observed that following relief of the PWWP domain-mediated autoinhibition, the ADD-H3K4me0 interaction disengages the TRD loop from autoinhibitory interaction, releasing the latter for potential DNA contact. On the other hand, the positioning of the ADD domain remains largely intact, suggesting that engagement with both histone and DNA might be required for dislodging the ADD domain toward full activation of DNMT3A. Importantly, our combined structural, biochemical and genomic methylation analysis demonstrates that disrupting the disease-associated PWWP-ADD interface mutations W330R, D333N and E545G leads to impaired DNMT3A autoinhibition and target specificity, which may contribute to the aberrant DNA methylation patterns in disease associated with these mutations. Together, this study uncovers a hierarchical autoinhibitory regulation of DNMT3A, sheds light onto the mechanism of DNMT3A activation and links the PWWP domain-mediated autoinhibition to disease.

## Results

### Cryo-EM structure of the DNMT3A2-DNMT3L complex

To elucidate the functional interplay between the individual domains of DNMT3A and DNMT3L, we focused on a fragment of DNMT3A2 (residues 281–912) in complex with full-length DNMT3L for structure determination (Fig. 1a). The structure of the DNMT3A2-DNMT3L complex was solved at 3.66-Å overall resolution (Fig. 1b–d and Supplementary Figs. 1, 2 and Supplementary Table 1). We were able to trace the PWWP, ADD and MTase domains for one of the DNMT3A subunits (3A-1), the ADD and MTase domains for the other DNMT3A subunit (3A-2), and the ADD and ML domains for both DNMT3L subunits (Fig. 1f). Each of the DNMT3A subunits harbors a S-adenosyl-homocysteine (SAH) molecule, the by-product of cofactor S-adenosyl-methionine (SAM) (Fig. 1c). The DNMT3A2-DNMT3L complex assumes a heterotetrameric assembly resembling that of the DNMT3A^MTase^-DNMT3L^ML^ complex^31^ (Fig. 1b, c), with a root-mean-square deviation (RMSD) of 0.93 Å over 845 aligned Cα atoms (Supplementary Fig. 3a).

**Fig. 1:**
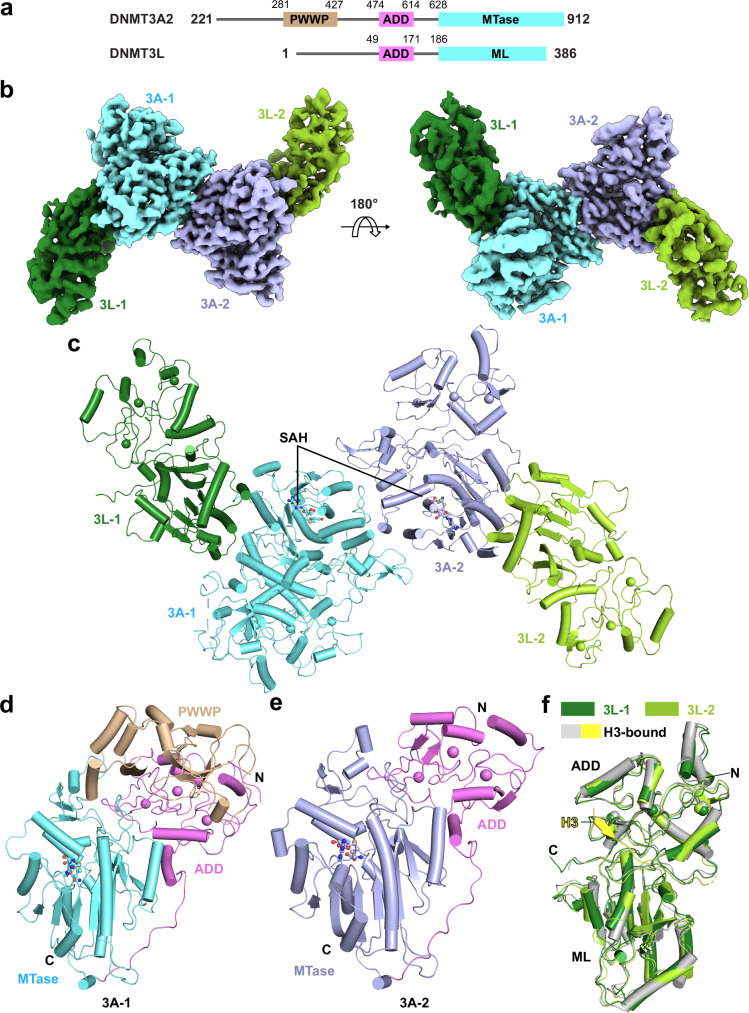
Cryo-EM structure of the DNMT3A2-DNMT3L complex. **a** Domain structure of DNMT3A2, with individual domains color coded and delimited by residue numbers. **b** Two opposite views of the density map for the DNMT3A2-DNMT3L complex, with individual subunits color coded. **c** Atomic structure of the DNMT3A2-DNMT3L complex, with individual domains color coded in the same fashion as in (**b**). Unless otherwise indicated, the 3A-1 subunit is used for structural analysis in this study. **d** Atomic structure of the 3A-1 subunit within the DNMT3A2-DNMT3L complex, with individual domains color coded. **e** Atomic structure of the 3A-2 subunit within the DNMT3A2-DNMT3L complex, with individual domains color coded. **f** Structure overlay of the two DNMT3L subunits in the DNMT3A2-DNMT3L complex with the DNMT3L molecule bound to a H3K4me0 peptide (PDB 2PVC). The N- and C-termini of each subunit in d-f are labeled with letter “N” and “C”, respectively.

As expected, the two DNMT3A subunits of the DNMT3A2-DNMT3L complex are highly similar, with an RMSD of 0.70 Å over 386 aligned Cα atoms (Fig. 1d and Supplementary Fig. 2b). Nevertheless, they differ in the conformational state of the PWWP domain: the PWWP domain in the 3A-1 subunit packs against the ADD and MTase domains into a compact fold, whereas the corresponding region lacks defined density in the 3A-2 subunit (Fig. 1d). In line with this difference, the two DNMT3A subunits show a subtle structural variation in the PWWP-interacting site of the ADD domain, in which residues E469-L475 run in parallel with PWWP residues S319-E323 in the 3A-1 subunit but adopts a helical conformation in the PWWP-disordered 3A-2 subunit (Supplementary Fig. 3b). On the other hand, both DNMT3L subunits show an elongated fold where the ADD domain stacks against the ML domain at an interface distant from the DNMT3A-DNMT3L interface (Fig. 1f). In fact, structural alignment of both DNMT3L subunits with the previously reported DNMT3L molecule bound to a histone H3K4me0 peptide (PDB 2PVC) gave RMSD of 0.96 Å and 0.84 Å over 333 and 307 aligned Cα atoms, respectively, indicative of high structural similarity. Notably, the H3K4me0-binding site of the DNMT3L ADD domain in the DNMT3A2-DNMT3L complex is solvent accessible, poised for potential histone binding (Fig. 1f).

It is worth noting that detailed 3D classification of the DNMT3A2-DNMT3L complex also reveals a population of DNMT3A2-DNMT3L particles lacking the density of the PWWP domain in both DNMT3A subunits (Supplementary Fig. 1), highlighting the dynamic nature of the interaction between the PWWP domain and the ADD-MTase domains of DNMT3A.

### The PWWP domain joins the ADD domain to underpin an autoinhibitory conformation of DNMT3A

Next, we aligned the DNMT3A2-DNMT3L complex with the previously reported DNMT3A^MTase^-DNMT3L^ML^-DNA complex (PDB 5YX2). The DNA-binding site of DNMT3A MTase domain in the DNMT3A2-DNMT3L complex is blocked by the ADD domain (Fig. 2a, b), as observed previously^22^. In addition, the DNA binding is blocked by the PWWP domain of the 3A-1 subunit, but not the 3A-2 subunit, indicative of a role for the dynamic PWWP-ADD-MTase interaction in strengthening the autoinhibitory state of DNMT3A (Fig. 2a, b).

**Fig. 2:**
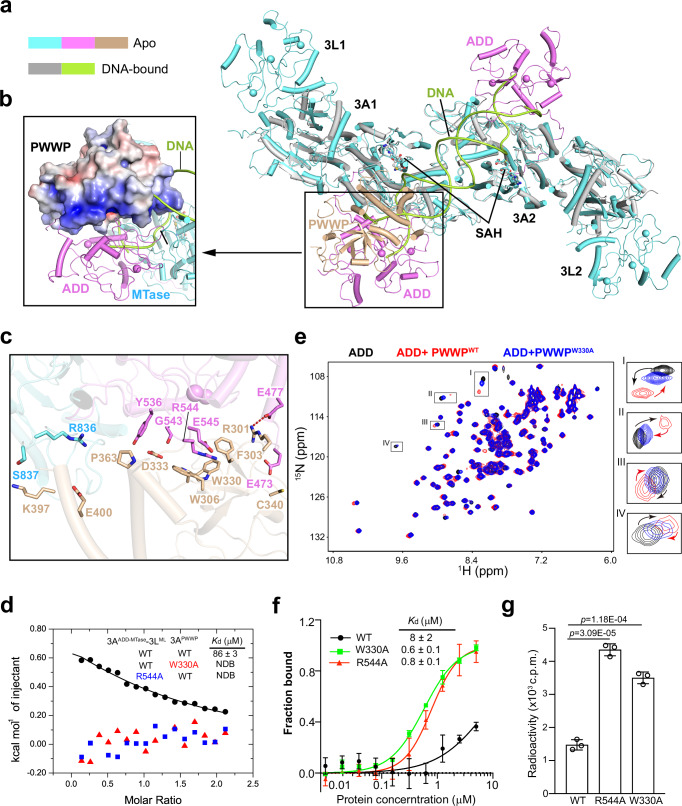
Structural and biochemical analysis of the DNMT3A PWWP domain-mediated autoinhibition. Structural overlay between the DNMT3A2-DNMT3L complex and the DNMT3A^MTase^-DNMT3L^ML^-CpG DNA complex (PDB 5YX2) (**a**), with the steric clash between the PWWP domain (electrostatic surface view) and the DNA molecule highlighted in (**b**). **c** Close-up view of the interaction of the PWWP domain (wheat) with the ADD (violet) and MTase (aquamarine) domains of the 3A-1 subunit, with the interacting residues shown in stick representation. The hydrogen bond is shown as dashed line. **d** ITC binding assays for the DNMT3A^ADD-MTase^-DNMT3L^ML^ complex with the WT or mutant PWWP domain. The *K*_d_ and standard deviation were derived from two independent measurements. One representative set of ITC binding data is shown. **e** ^1^H-^15^N-HSQC spectral overlay of the DNMT3A ADD domain alone and in the presence of WT PWWP domain (PWWP^WT^) or W330A-mutated PWWP domain (PWWP^W330A^). Four resonance peaks with apparent PWWP^WT^-induced chemical shift perturbation are highlighted in the expanded views on the right. The chemical shift perturbations are indicated by the arrows. **f** FP analysis of the interaction between the DNMT3A2-DNMT3L complex, WT or mutant, and a DNA duplex. Data are mean ± s.d. (*n* = 3 biological repeats). **g** In vitro DNA methylation assay of WT or mutant DNMT3A2-DNMT3L complex on 36-mer (GAC)_12_/(GTC)_12_ DNA. Two-tailed Student’s *t* test was used to compare the activity of WT vs mutant. Data are mean ± s.d. (*n* = 3 biological repeats). Source data are provided as a Source Data file.

Detailed structural analysis of the DNMT3A2-DNMT3L complex reveals that within the 3A-1 subunit, the PWWP domain interacts with the ADD domain as well as the MTase domain (Fig. 2c). At the PWWP-ADD interface, residue R544 of the ADD domain inserts its sidechain guanidinium group into the aromatic cage of the PWWP domain, lined by residues F303, W306, W330 and D333 (Fig. 2c). Furthermore, residues E473, E477, Y536 and E545 of the ADD domain interact with residues R301, W306, D333, C340, and P363 of the PWWP domain through hydrogen-bonding and/or van der Waals contacts (Fig. 2c). Together, the PWWP-ADD association leads to a buried surface area of ~900 Å^2^. At the PWWP-MTase interface, residues K397 and E400 of the PWWP domain are within a distance for van der Waals and/or electrostatic contacts with residues R836-S837 from the TRD loop of the MTase domain (Fig. 2c), a structural element known for CpG-specific DNA recognition^32,33^. As a result of these interactions, the PWWP domain is positioned in front of the substrate-binding site of DNMT3A, blocking the latter from potential DNA binding (Fig. 2a, b).

### Disrupting the PWWP-ADD interaction boosts DNMT3A-mediated DNA methylation

To test the structural observation, we performed isothermal titration calorimetry (ITC) binding assays for the DNMT3A^ADD-MTase^-DNMT3L^ML^ complex and the isolated PWWP domain of DNMT3A. Wild-type (WT) PWWP domain binds to DNMT3A^ADD-MTase^-DNMT3L^ML^ with a dissociation constant (*K*_d_) of 86 µM, supporting the structural observation that the PWWP domain directly interacts with the ADD-MTase fragment of DNMT3A. In contrast, no appreciable interaction was observed between the DNMT3A^ADD-MTase^-DNMT3L^ML^ complex and the W330A-mutated PWWP or between the R544A-mutated DNMT3A^ADD-MTase^-DNMT3L^ML^ and WT PWWP (Fig. 2d). We further performed two-dimensional ^1^H-^15^N Heteronuclear Single-Quantum Correlation (HSQC) NMR experiment for the DNMT3A ADD domain in the absence or presence of the PWWP domain. Spectral comparison of the ADD domain among various conditions reveals that the addition of the PWWP domain leads to notable chemical shift perturbation of several NMR peaks (Fig. 2e), in line with the observed PWWP-ADD interaction. In contrast, replacement of WT PWWP with the W330A-mutated PWWP domain led to a shift of these peaks toward the positions corresponding to the ADD domain alone, indicative of impaired PWWP-ADD interaction (Fig. 2e). These observations lend strong support to the observed PWWP-ADD interaction of DNMT3A.

To examine how the PWWP-ADD interaction affects the DNA binding of DNMT3A2-DNMT3L, we performed the fluorescence polarization (FP) experiment to measure the DNA-binding affinity of WT or mutant DNMT3A2-DNMT3L for a 24-mer DNA duplex. Consistent with a previous observation^22^, WT DNMT3A2-DNMT3L binds to the DNA with *K*_d_ of 8 µM. In contrast, introducing the R544A or W330A mutation led to >10-fold increase in binding affinity, with *K*_d_ of 0.6 µM and 0.8 µM, respectively (Fig. 2f). This observation suggests that disrupting the PWWP-ADD interaction substantially relieves DNMT3A autoinhibition. Consistently, our in vitro DNA methylation assay for WT and mutant DNMT3A2-DNMT3L over 36-mer (GTC)_12_/(GAC)_12_ DNA duplex showed that the R544A and W330A mutations led to a 3.0- and 2.4-fold higher methylation efficiency, respectively. Together, these data support the notion that the intramolecular interaction of the PWWP domain with the ADD and MTase domains gives rise to one layer of autoinhibition for DNMT3A2-DNMT3L.

Sequence analysis of DNMT3A and DNMT3B indicates that the residues involved in the PWWP interaction with the ADD-MTase domains of DNMT3A are largely preserved in DNMT3B (Supplementary Fig. 4), suggesting that the PWWP-mediated autoinhibition likely represents a common regulatory mechanism for the DNMT3A-DNMT3L and DNMT3B-DNMT3L complexes. In support of this notion, a recent study showed that the presence of H3K36me3 peptide leads to enzymatic activation of DNMT3B-DNMT3L^45^.

### The ADD domain engages the TRD loop for autoinhibition

Structural analysis of the DNMT3A2-DNMT3L complex reveals that the interaction between the ADD and MTase domains is mainly mediated by a zinc-coordinating loop of the ADD domain (ADD loop: E523-V560) and the TRD loop (Fig. 3a). Notably, the side chain of TRD-loop residue R836 engages in electrostatic contact with the tri-aspartate motif (D529-D530-D531) of the ADD loop, the side chain of TRD-loop residue R831 engages in cation-π interaction with the aromatic ring of ADD-loop residue Y528, and TRD-loop residues F827, D845, Q846 and H847 are within a distance for van der Waals contact with ADD-loop residues D531, N552 and N553 (Fig. 3a). In addition, the ADD-MTase interaction is supported by van der Waals and hydrophobic contacts involving residues V716, M779, H789 and Y793 from the MTase domain and residues Y526, Y528, D529 and F609 from the ADD domain (Fig. 3a). Collectively, these interactions lead to buried surface area of ~1199 Å^2^ between the MTase and ADD domains. Consistent with the structural observation, our ITC binding assay shows that while the ADD domain binds to the MTase domain with a *K*_d_ of 11 µM, consistent with the previous observation^22^, introducing the D529A/D531A and R836A mutations reduced the binding by ~3 and ~8 fold, respectively (Fig. 3b).

**Fig. 3:**
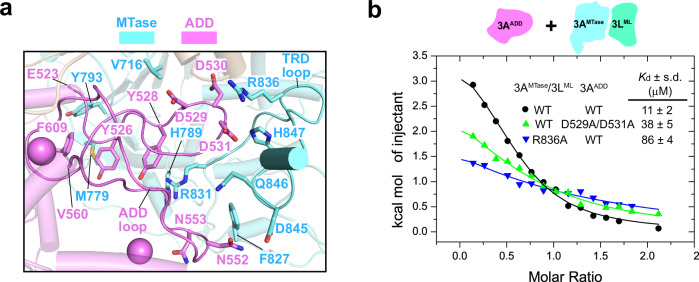
Structural analysis of the autoinhibitory ADD-TRD interaction. **a** Close-up view of the ADD-MTase interaction, with interacting residues shown in stick representation. **b** Mutational analysis the interaction between the DNMT3A^MTase^-DNMT3^ML^ complex with the DNMT3A ADD domain by ITC binding assay. The *K*_d_ and standard deviation were derived from two independent measurements. One representative set of ITC binding data is shown. Source data are provided as a Source Data file.

It is worth noting that the ADD-MTase interface of the DNMT3A2-DNMT3L complex is distinct from what was previously observed for the crystal structure of DNMT3A^ADD-MTase^-DNMT3L^ML^ complex (PDB 4U7P): unlike in the DNMT3A2-DNMT3L complex the ADD-loop approaches the TRD loop for electrostatic contact, in the crystal structure the ADD loop moves away by ~13 Å to engage in electrostatic contact with motif-VIII residues R790 and R792 (Supplementary Fig. 5a–c), reflecting the conformational dynamics of this domain. In addition, analysis of the crystal structure of DNMT3A^ADD-MTase^-DNMT3L^ML^ complex reveals that the ADD domain is involved in crystal packing (Supplementary Fig. 5d). Whether such an effect contributes to the observed structural difference awaits further investigation.

Sequence analysis of DNMT3A and DNMT3B indicates that the residues involved in the ADD-MTase interaction of DNMT3A are largely preserved in DNMT3B (Supplementary Fig. 4). In fact, structural overlay of the DNMT3A2-DNMT3L complex with the previously reported DNMT3B homotetramer (PDB 8EIH)^46^ reveals high structural similarity between their central subunits, with an RMSD of 1.46 Å over 406 aligned Cα atoms. Notably, the ADD domains of DNMT3A and DNMT3B are positioned similarly next to the TRD loop (Supplementary Fig. 5e), suggesting that, as with the PWWP interaction, the ADD-MTase interaction is likely evolutionarily conserved between DNMT3A and DNMT3B.

### Functional interplay between the PWWP-H3K36me2 and ADD-H3K4me0 readouts

Structural overlay of the DNMT3A2-DNMT3L complex with the previously reported DNMT3A ADD domain bound to a H3K4me0 peptide (PDB 4QBQ)^19^ as well as the DNMT3B PWWP domain bound to a H3K36me3 peptide (PDB 5CIU)^47^ mapped the H3K4me0 and H3K36me2-binding sites of the DNMT3A2-DNMT3L complex onto the ADD-MTase interface and the PWWP-ADD interface, respectively (Fig. 4a–c). At the ADD-MTase interface, the H3-binding site is largely accessible for the H3 binding, except that ADD residues D529 and D531 engage in electrostatic contact with TRD-loop residue R836, which competes against their potential salt-bridge interactions with H3K4me0 (Fig. 4b). At the PWWP-ADD interface, the H3K36me2 pocket, formed by PWWP residues F303, W306, W330 and D333, is blocked from potential H3K36me2 binding by ADD residue R544 (Fig. 4c). These observations link the H3K4me0 and H3K36me2/3 binding to the relief of the PWWP-mediated autoinhibition and ADD-mediated autoinhibition of DNMT3A, respectively.

**Fig. 4:**
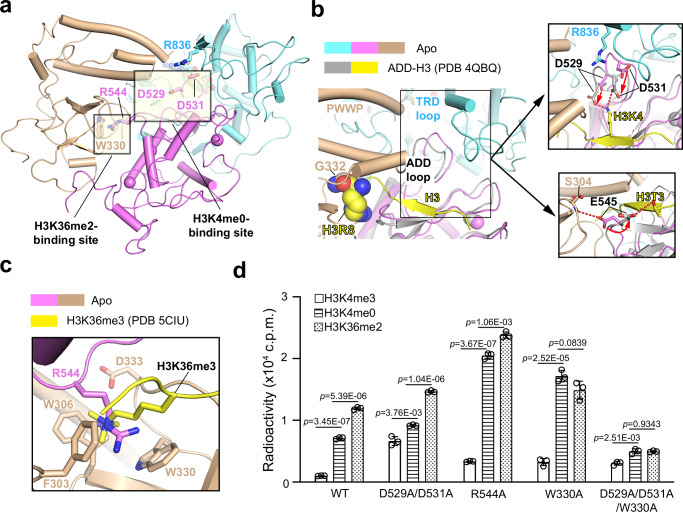
The PWWP- and ADD-mediated intramolecular interactions constitute two distinct layers of autoinhibition. **a** Structure of the 3A-1 subunit in the DNMT3A2-DNMT3L complex, highlighting the H3K36me2- and H3K4me0-binding sites located at two separate domain interfaces of DNMT3A. The key residues involved in occluding the histone-binding sites are shown in stick representations. **b** Close-up view of the structural overlay between DNMT3A2-DNMT3L and the H3K4me0-bound DNMT3A ADD (PDB 4QBQ), with the conformational shift of ADD D529, D531 and E545 indicated by red arrow in the expanded views. PWWP G332 and H3 R8 involved in steric clashes are shown in sphere representation. **c** Close-up view of the structural overlay between DNMT3A2-DNMT3L and the H3K36me3-binding DNMT3B PWWP (PDB 5CIU), highlighting the competing interaction between PWWP-H3K36me3 and PWWP-ADD. **d** In vitro DNA methylation assay of DNMT3A2-DNMT3L, WT or mutant, on the nucleosome substrates with various histone modifications. The statistical analysis used two-tailed Student’s *t* test. Data are mean ± s.d. (*n* = 3 biological repeats). Source data are provided as a Source Data file.

To further elaborate how the PWWP- and ADD-mediated autoinhibition crosstalk with histone bindings, we performed in vitro DNA methylation analysis of DNMT3A2-DNMT3L, WT or mutant, on nucleosome substrates either unmodified or modified with H3 lysine-4 tri-methylation analogue (H3Kc4me3, denoted as H3K4me3 herein) or H3 lysine-36 di-methylation analogue (H3Kc36me2, denoted as H3K36me2 herein)^48^. On the H3K4me3 nucleosome substrates, the D529A/D531A-, R544A- and W330A-mutated DNMT3A2-DNMT3L show 6.5, 3.3 and 3.2- fold higher DNA methylation activity than WT DNMT3A2-DNMT3L (Fig. 4d), supporting the notion that these residues play a role in DNMT3A autoinhibition. In line with previous observations^22,24,49,50^, replacement of the H3K4me3 nucleosome with unmodified (H3K4me0) nucleosome led to 7-fold higher methylation efficiency for WT DNMT3A2-DNMT3L; the presence of H3K4me0/K36me2 dual mark further enhanced the DNA methylation efficiency of DNMT3A by 1.7-fold (Fig. 4d). On the other hand, introducing the D529A/D531A mutation at the ADD-MTase interface reduced the H3K4me0-mediated DNMT3A activation to 1.4-fold, while failing to affect the H3K36me2-mediated DNMT3A stimulation (Fig. 4d). Introducing the R544A or W330A mutation at the PWWP-ADD interface reduced the H3K36me2-mediated stimulation to 1.2-fold (for R544A) or even abolished the H3K36me2-mediated stimulation (for W330A); yet, the H3K4me0-mediated stimulation remains strong for both mutants (6.1-fold for R544A and 5.3-fold for W330A) (Fig. 4d). Finally, introducing the D529A/D531A/W330A triple mutation led to reduced (for H3K4me0) or completely lost (for H3K36me2) stimulation by either histone mark (Fig. 4d). Together, these observations support the notion that the respective interplay between DNMT3A PWWP and ADD domains with H3K4me0 and H3K36me2 marks lead to distinct yet additive functional regulation of DNMT3A.

It is worth noting that introducing the R836A mutation, while reducing the ADD-MTase association (Fig. 3b), led to decrease of DNA methylation activity on all three substrates (Supplementary Fig. 6), consistent with the fact that residue R836 plays a key role in CpG interaction^33^.

### MD simulation analysis of DNMT3A activation

The TRD loop has previously been shown to mediate the specific recognition of CpG sites by DNMT3A and DNMT3B, with residue R836 of DNMT3A recognizing the CpG guanine (G1) of the substrate (Fig. 5a)^32,33,51^. In this context, structural overlay of the DNMT3A2-DNMT3L complex with the DNMT3A^MTase^-DNMT3L^ML^-CpG DNA complex (PDB 5YX2) reveals strong steric clashes between the CpG DNA and the ADD and PWWP domains (Fig. 5a), suggesting that the PWWP-ADD-MTase interaction blocks TRD-residue R836 from potential contact with the CpG DNA.

**Fig. 5:**
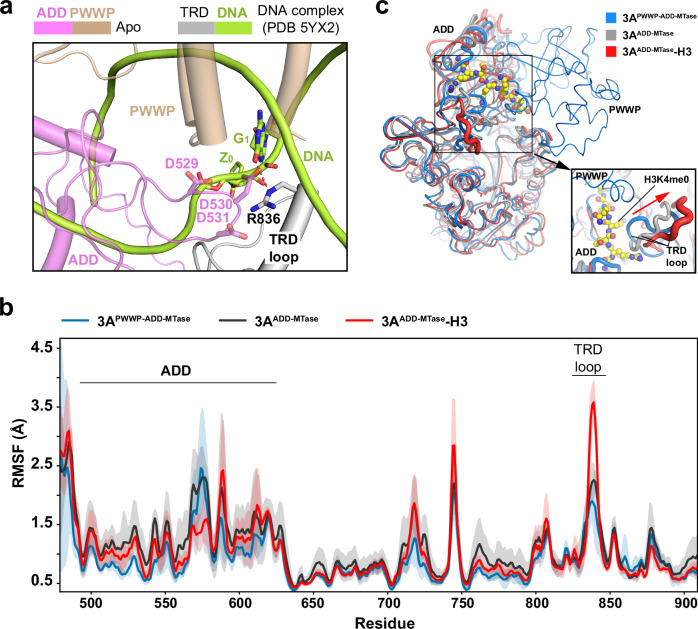
MD simulation analysis of the mechanism of DNMT3A activation. **a** Close-up view of the structural overlay between the DNMT3A2-DNMT3L complex and the DNMT3A^MTase^-DNMT3L^ML^-CpG DNA complex (PDB 5YX2), highlighting that the competition between the PWWP-ADD-TRD interaction and the TRD-DNA interaction. The TRD loop residue R836 interacts with ADD residues D529-D531 in the DNMT3A2-DNMT3L complex but CpG guanine (G_1_) in the DNA-bound form. The cytosine analogue used for structure determination, Zebularine, is labeled as Z_0_. The hydrogen bond between R836 and G_1_ is shown as a dashed line. **b** The RMSF values obtained for the ADD-MTase region in the structural model of the intact DNMT3A2-DNMT3L complex (3A^PWWP-ADD-MTase^), the apo-DNMT3A^ADD-MTase^-DNMT3L (3A^ADD-MTase^), and the DNMT3A^ADD-MTase^-DNMT3L-H3K4me0 complex (3A^ADD-MTase^-H3). Data are mean ± s.d. (*n* = 3 independent runs). The mean RMSF values are shown as solid lines. The RMSF values within 1 s.d. are shown in shade. **c** Sausage view of the RMSF values of the 3A^PWWP-ADD-MTase^, 3A^ADD-MTase^, and 3A^ADD-MTase^-H3, with the conformational transition of the TRD loop indicated by red arrow and the H3K4me0 peptide shown in sphere representation. Source data are provided as a Source Data file.

Next, we sought to elucidate the activation mechanism of DNMT3A via MD simulation. Toward this, we generated a structural model of the apo-form DNMT3A^ADD-MTase^-DNMT3L (apo-DNMT3A^ADD-MTase^-DNMT3L) to mimic the functional state of DNMT3A2-DNMT3L in which the PWWP domain-mediated autoinhibition is relieved. In addition, a structural model of the DNMT3A^ADD-MTase^-H3K4me0-DNMT3L complex was generated based on the structures of DNMT3A2-DNMT3L and DNMT3A ADD-H3K4me0 (PDB 4QBQ). The structural models were analyzed after 200-ns MD simulation (Fig. 5b, c). We found that the DNMT3A ADD domain remains positioned similarly between the DNMT3A2-DNMT3L complex, apo-DNMT3A^ADD-MTase^-DNMT3L and the DNMT3A^ADD-MTase^-H3-DNMT3L complex (Fig. 5b). However, the TRD loop undergoes a notable movement away from the ADD domain, resulting in increased solvent exposure (Fig. 5b). Consistently, our root-mean-square fluctuation (RMSF) analysis of the three structural models reveals that the RMSF of the TRD loop is the highest in the DNMT3A^ADD-MTase^-H3-DNMT3L complex but the lowest in the DNMT3A2-DNMT3L complex under the PWWP domain-mediated autoinhibition (Fig. 5c). These observations suggest that relieving the PWWP domain-mediated autoinhibition and gaining the ADD-H3K4me0 interaction would lead to disengagement of TRD residue R836 from the autoinhibitory interaction, allowing the TRD loop to turn away from the ADD domain for potential DNA contact. On the other hand, the observation that the ADD domain remains positioned in place after the H3K4me0 binding implies that the interaction with both histone and DNA is likely required for the full activation of DNMT3A.

### Functional analysis of the autoinhibition-disrupting disease mutations

The disease mutations of DNMT3A spread across all the functional domains of DNMT3A^35,37,39,52^, including those at the PWWP-ADD interface, such as AML-associated ADD-mutation E545G^39^ and microcephalic dwarfism-associated PWWP-mutation W330R and D333N^34^ (Fig. 6a). Our ^1^H,^15^N-HSQC NMR spectroscopic analysis of the ADD domain in the presence or absence of the PWWP domain reveals that introducing the W330R, D333N and E545G mutations all led to much reduced chemical shift perturbations of the NMR signals of the ADD domain, indicative of impaired PWWP-ADD interaction (Fig. 6b, c). To assess the impact of these mutations on DNMT3A activity, we performed in vitro DNA methylation assays of WT or mutant DNMT3A2-DNMT3L on DNA or nucleosome substrates. Compared with WT DNMT3A2-DNMT3L, the W330R, D333N and E545G mutations all led to increased DNA methylation activity on (GAC)_12_/(GTC)_12_ DNA duplex, reinforcing the notion that these mutations lead to impaired DNMT3A autoinhibition (Fig. 6d). On the other hand, these disease mutants exhibit WT-distinct substrate specificity on the nucleosome substrates: Compared with WT DNMT3A2-DNMT3L, the E545G mutant shows reduced DNA methylation activity on H3K4me0 and H3K36me2 nucleosomes but increased activity on the H3K4me3 nucleosome substrates, while W330R and D333N mutants both show increased activity on all three nucleosome substrates (Fig. 6e). The caveat of these assays is that they were performed in the presence of excessive amount of substrates, in contrast to the in vivo condition where the enzyme-substrate association also constitutes a crucial reaction step. Nevertheless, these nucleosome context-dependent activity alterations of DNMT3A by the PWWP-ADD interface mutations provide an explanation for the aberrant DNA methylation patterns associated with these mutations in disease.

**Fig. 6:**
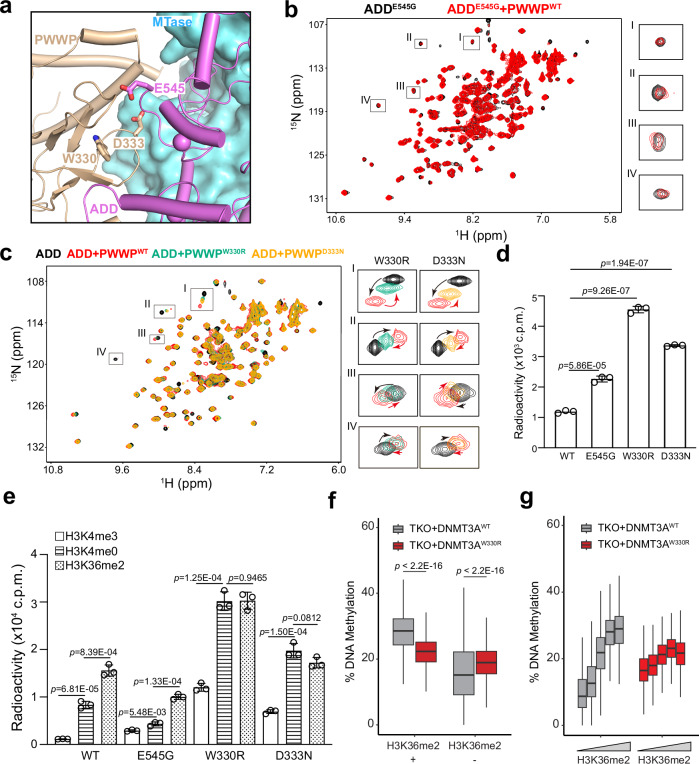
Disease-associated PWWP-ADD interface mutations led to impaired DNMT3A autoinhibition and target selectivity. **a** Mapping of the W330R, D333N and E545G to the PWWP-ADD interface, with the PWWP and ADD domains shown in ribbon representation and the MTase domain shown in surface representation. **b** ^1^H,^15^N-HSQC spectral overlay of E545G-mutated DNMT3A ADD, free or in the presence of PWWP^WT^. Four selected regions were shown in expanded views. **c** ^1^H,^15^N-HSQC spectral overlay of the DNMT3A ADD domain, free or in the presence of PWWP^WT^ or mutant DNMT3A PWWP (PWWP^W330R^ and PWWP^D333N^). Four selected regions of the NMR spectra for the W330R (left) or D333N (right) mutants were shown in expanded views. **d** In vitro DNA methylation assay of the DNMT3A2-DNMT3L complex, WT or disease mutant, on 36-mer (GAC)_12_/(GTC)_12_ DNA. Two-tailed Student’s t test was used to compare the activity of WT vs mutant. Data are mean ± s.d. (*n* = 3 biological repeats). **e** In vitro DNA methylation assay of DNMT3A2-DNMT3L, WT or disease mutant, on the nucleosome substrates with various histone modifications. The statistical analysis used two-tailed Student’s *t* test. Data are mean ± s.d. (*n* = 3 biological repeats). **f** Box plots showing the DNA methylation levels of 10-kb bins for non-CGI overlapping H3K36me2 positive (left) or negative (right) regions in TKO mESCs reconstituted with WT or W330R DNMT3A1 (*n* = 2 biological replicates). Box-and whisker plots depict 25–75% in the box, whiskers are 1.5 times the interquartile range (IQR), and median is indicated. Wilcoxon rank-sum two-sided test is used for statistical analysis. **g** The DNA methylation level of 10-kb bins that overlapped with quintile Q1–Q5 of non-CGI overlapping H3K36me2 in WT or W330R DNMT3A1 TKO mESCs (*n* = 2 biological replicates). Box-and-whisker plots depict 25–75% in the box, whiskers are 1.5 times the interquartile range (IQR), and median is indicated. Source data are provided as a Source Data file.

The DNMT3A W330R mutation has previously been shown to shift the DNMT3A1-mediated DNA methylation to CpG islands (CGIs), in part attributed to abolished PWWP-H3K36me2 binding and the interaction between the DNMT3A1 UDR and the H2AK119ub1-modified nucleosome^10–14^. In light of the observation above that the W330R mutation also leads to disruption of the PWWP-mediated autoinhibition, we asked whether this mutation causes an increase of DNA methylation in the genomic regions beyond the CGIs. To address this, we analyzed the Reduced Representation Bisulfite Sequencing (RRBS) methylome, focusing on non-CGI regions, in mouse embryonic stem cells (mESCs) with *Dnmt1/Dnmt3A/Dnmt3B* triple knockout (TKO) or *Dnmt1/Dnmt3A/Dnmt3B/Dnmt3L* quadruple knockout (QKO) transduced with WT or W330R DNMT3A1^13^. In line with the previous observation^11,13,34^, in the H3K36me2-positive regions, the TKO cells with DNMT3A1 W330R show a lower level of DNA methylation than those with WT DNMT3A1. In contrast, in the H3K36me2-poor regions the W330R cells show a significantly higher level of DNA methylation than WT cells (Fig. 6f). Consistently, in contrast to the activity of WT DNMT3A1 that is positively correlated with the H3K36me2 level, the activity of W330R is largely independent of H3K36me2 and greater than that of WT DNMT3A1 at the low-H3K36me2 regions (Fig. 6g). A similar, although modest, trend of DNA methylation patterns was observed for the QKO cells with WT or W330R DNMT3A1 (Supplementary Fig. 7). These observations suggest that in addition to the impact by the UDR-H2AK119ub1 interaction, disruption of the PWWP domain-mediated DNMT3A autoinhibition by the W330R mutation leads to promiscuous DNA methylation throughout the genome.

## Discussion

The functional interplay between the N-terminal domains of DNMT3A and histone marks critically controls the DNA methylation landscape across the genome^11,15^. Here, through structure determination of the DNMT3A2-DNMT3L complex, combined with biochemical, computational and genomic methylation analysis, we deciphered a multilayered regulation of DNMT3A that links its DNA methylation activity to both H3K4me0 and H3K36me2 marks, with important implications in DNA methylation homeostasis in development and disease.

First, this study discovered that the trilateral PWWP-ADD-MTase interaction leads to occlusion of the H3K36me3-binding site, the H3K4me0-binding site and the CpG-recognition loop of the TRD, thereby providing an autoinhibitory mechanism that couples the H3K4me0 and H3K36me2 bindings respectively with the enzymatic activation of DNMT3A. Conceivably, owing to the competitive nature between the PWWP-ADD and PWWP-H3K36me2 interactions, and between the ADD-TRD, ADD-H3K4me0 and TRD-DNA interactions, both the PWWP and ADD domains would undergo repositioning when transiting into an active state of the DNMT3A-nucleosome complex (Fig. 7). The fact that H3K36me2- and H3K4me0-binding sites are located to two discrete domain interfaces permits a differential impact by various combinations of H3K4me0 and H3K36me2 marks. Furthermore, the structure of the DNMT3A2-DNMT3L complex reveals that the PWWP domain is structurally ordered in one of the DNMT3A subunits but disordered in the other, while the ADD domain assumes a stable conformation in both DNMT3A subunits. Such a distinct conformational dynamics between the PWWP and ADD domains implies a differential energy barrier for relief of the autoinhibitory regulations by these two domains, providing a mechanism for fine-tuning the enzymatic activity of DNMT3A2-DNMT3L across various genomic regions (Fig. 7). The fact that the residues involved in the PWWP-ADD-MTase interactions are highly conserved in DNMT3B implies that such a hierarchical autoinhibition by the PWWP-ADD tandem domains may also apply to the DNMT3B-DNMT3L complex, providing an explanation to the observation that DNMT3B-DNMT3L is subject to enzymatic activation by the bindings of both H3K4me0 and H3K36me3^45^.

**Fig. 7:**
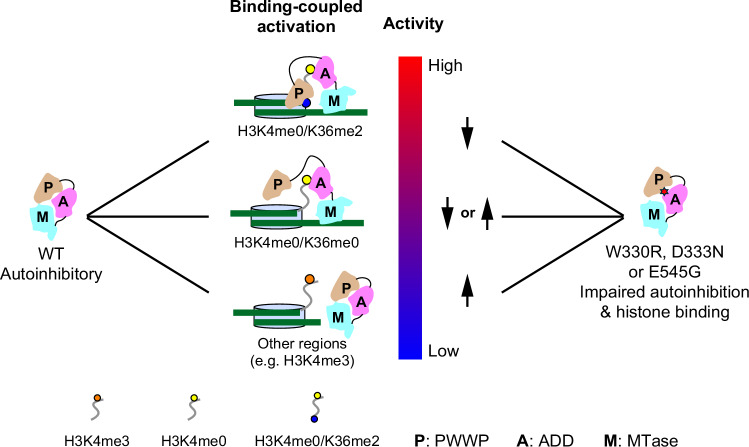
A model for the functional regulation of DNMT3A. Under the hierarchical autoinhibitory regulation, DNMT3A shows the highest activity on H3K4me0/K36me2-modified nucleosomes but the lowest activity on H3K4me3-modified nucleosomes. The disease-associated PWWP-ADD interface mutations lead to impaired DNMT3A autoinhibition and target selectivity, such as decreased activity on the H3K4me0/K36me2 region but increased activity on the H3K4me3 region, which may contribute to disease progression.

The PWWP, ADD and MTase domains are commonly present in DNMT3A1 and DNMT3A2, permitting both DNMT3A isoforms to be regulated by the PWWP-H3K36me2 and ADD-H3K4me0 interactions. Previous studies have shown that the H3K36me2 binding-associated disease mutations, such as W330R and D333N, cause a loss of H3K36me2-binding but an increase of DNA-binding affinity of the PWWP domain, which contributes to aberrant DNA methylation activity of DNMT3A in cells^11,13,34^. Furthermore, the interaction between DNMT3A1 UDR and the nucleosome marked with H2AK119ub1 contributes to DNA hypermethylation at polycomb targets, such as CGIs^10–14^. Here, we found that these mutations, along with the E545G mutation from the ADD domain, disrupt the PWWP-ADD interaction, leading to impairment of the PWWP domain-mediated DNMT3A autoinhibition and loss of substrate specificity in vitro, which may contribute to the aberrant DNA methylation patterns in disease. Therefore, this study uncovers a link between the PWWP domain-mediated DNMT3A autoinhibition and pathological consequences of these mutations. Future investigation of such DNMT3A autoinhibition, e.g. via a mutation that disrupts autoinhibition but not any other regulations of DNMT3A, may further clarify this link.

In addition, this study sheds light onto the mechanism of DNMT3A activation. Our MD simulation analysis reveals that the binding of ADD residues D529 and D531 with H3K4me0 releases the TRD loop for potential DNA interaction and eventual DNMT3A activation. Meanwhile, the ADD domain remains in a position that blocks the DNA-binding cleft, implying that full activation of DNMT3A requires both histone and DNA bindings. The requirement of histone and DNA dual binding for enzymatic activation was similarly observed for DNMT1 activation, in which both the interaction between the DNMT1 RFTS domain and histone H3 ubiquitylation at lysine 18 and 23 and the binding to hemimethylated DNA are required to dislodge the RFTS domain from the DNA-binding site of DNMT1^53^. Together, these observations highlight a common regulatory principle for DNA methylation machinery.

## Methods

### Protein expression and purification

The DNA encoding human DNMT3A PWWP-ADD-MTase fragment (residue 281–912) and DNMT3L (residue 1–386) were separately inserted into an in-house bacterial expression vector in which the inserted gene is preceded by a hexa-histidine (His_6_)-MBP tag and a TEV cleavage site. BL21(DE3) RIL cells harboring the expression plasmids grew at 37 °C and were induced by addition of 0.13 mM (for DNMT3A) or 0.2 mM (for DNMT3L) isopropyl β-D-1-thiogalactopyranoside (IPTG) with 50 µM ZnCl_2_ when the cell density reached A_600_ of 1.0. The cells continued to grow at 16 °C overnight. The DNMT3A and DNMT3L cells were collected and co-lysed in a buffer containing 50 mM Tris-HCl (pH 8.0), 1 M NaCl, 25 mM Imidazole, 10% glycerol,10 µg/mL DNase I and 1 mM PMSF. Subsequently, the fusion proteins were purified through a nickel column, followed by removal of His_6_-MBP tag by TEV cleavage, HiTrap Heparin HP (Cytiva) ion-exchange chromatography and size-exclusion chromatography on a 16/600 Superdex 200 pg column (Cytiva) in a buffer containing 20 mM Tris (pH 8.0), 250 mM NaCl, 5% Glycerol, and 5 mM DTT. The mutants were generated by site-directed mutagenesis and purified in the same way as described above. The primers used in this study were summarized in Supplementary Table 2

The DNA encoding DNMT3A^MTase^ (residue 628–912) and DNMT3A^ADD-MTase^ (residue 469–912), WT or mutants, and DNMT3L^ML^ (residue 178–386) were inserted in tandem into a modified pRSFDuet-1 vector (Novagen), preceded by a His_6_-Sumo tag and a ULP1 cleavage site. Expression and purification of the DNMT3A^MTase^–DNMT3L^ML^ and DNMT3A^ADD-MTase^–DNMT3L^ML^ complex followed the previously described protocol^33^, involving nickel chromatography, ion-exchange chromatography on a HiTrap Heparin HP column and size-exclusion chromatography on a 16/600 Superdex 200 pg column (Cytiva), pre-equilibrated with a buffer containing 20 mM Tris (pH 8.0), 250 mM NaCl, and 5 mM DTT. For analysis of domain interactions, DNMT3A PWWP (residues 281–427), ADD (residues 476–614) and mutants were each cloned into the modified pRSFDuet-1 vector, and expressed and purified following the previously described protocol^46^. In essence, the DNMT3A PWWP domain was purified sequentially through nickel chromatography, ion-exchange chromatography on a HiTrap Heparin HP column and size-exclusion chromatography on a 16/600 Superdex 75 pg column (Cytiva), pre-equilibrated with a buffer containing 20 mM Tris (pH 8.0), 300 mM NaCl and 5 mM DTT. The DNMT3A ADD domain was purified sequentially through nickel chromatography, ion-exchange chromatography on a HiTrap Q HP column (Cytiva) and size-exclusion chromatography on a 16/600 Superdex 75 pg column (Cytiva), pre-equilibrated with a buffer containing 20 mM Tris (pH 8.0), 300 mM NaCl and 5 mM DTT. For the NMR experiments, ^15^N-labeled DNMT3A ADD domain was produced in M9 minimal media supplemented with ^15^NH_4_Cl as sole nitrogen resource and purified as described above. All the purified protein samples were concentrated and stored in -80 °C freezer.

### Cryo-EM sample preparation and data acquisition

For cryo-EM sample preparation, concentrated DNMT3A2-DNMT3L complex was subjected to size-exclusion chromatography on a Superdex 200 increase 10/300 column (Cytiva) pre-equilibrated with a buffer containing 20 mM Tris–HCl (pH 8.0), 100 mM NaCl, 5% glycerol and 5 mM DTT. The peak fraction, without treatment by chemical crosslinker, was used for subsequent handling. An aliquot of 2.5 μL of DNMT3A2-DNMT3L sample at a concentration of ~1.23 mg/ml was applied to a Quantifoil holey carbon grid (Au, R1.2/1.3, 300 mesh). The grids were glow-discharged for 1 min with H_2_/O_2_ through Gatan Plasma clean System (SOLARUS) before use. The grids were blotted and plunge-frozen in liquid ethane cooled by liquid nitrogen with a Vitrobot IV (Thermo Fisher) at 8 °C under 100% humidity. The frozen grids were stored in liquid nitrogen before use. High-resolution cryo-EM data were collected on a Titan Krios electron microscope operating at 300 keV, equipped with a Falcon IV at Pacific Northwest Center for Cryo-EM (PNCC). Movies were recorded at a nominal magnification of ×130,000 with a pixel of 0.7675 Å with the defocus range of −0.8 to −2.3 µm. Each micrograph was recorded with 29 frames with a total dose rate of around 50 *e*^−^/Å^2^.

### Cryo-EM data processing and model building

The cryo-EM data were processed using cryoSPARC (v4.4.1)^54^. The movies were motion-corrected and dose-weighted using the patch-based motion correction module. The contrast transfer function (CTF) of the resulting images was then subjected to patch-based estimation. Automatic particle picking was performed using the TOPAZ method^55^. In total 862,300 particles were extracted from 4756 images, with a down-scaled pixel size of 3.21 Å. After two rounds of clean-up by 2D classifications, those classes with identifiable secondary or tertiary structures, comprised of 527,682 particles, were selected. Initial models were then generated by 3D ab initio reconstruction, followed by one round of heterogeneous refinement (*K* = 4) applying C1 symmetry. The class with well-defined density for the PWWP domain was re-extracted with a pixel size of 1.203 Å and subjected to another round of heterogeneous refinement (*K* = 3). Finally, 88,258 particles were selected for non-uniform and CTF refinement, resulting in a map with a resolution of 3.64 Å. To improve the density of the PWWP domain, the refined map was used to perform template-based particle picking and 2,634,423 particles were extracted with down-scaled pixel size of 3.21 Å. The extracted particles were evenly divided into six subgroups, while 88,258 before mentioned high-quality particles were treated as “seed” particles and a round of seed-facilitated 3D classification^56^ was performed. After removing duplicate particles, 876,165 high-quality particles were selected, re-extracted with a pixel size of 1.203 Å and subjected to two rounds of heterogeneous refinement (*K* = 3 and *K* = 4). Then 209,307 “good” particles were selected. Subsequently, a 3D focused classification with a mask applied to the density of the ADD domain and PWWP was conducted (*K* = 4), and 65,578 particles with identified PWWP features were selected for the final non-uniform and CTF refinement. The final map was sharpened with uniform B factor of −116.28Å^2^ for further model building and deepEMhancer^57^ for visualization. The resolution for the DNMT3A-3L tetramer was 3.66 Å as given by the Fourier shell correlation criteria (FSC 0.143).

For model building, the reported crystal structures of the DNMT3A^ADD-MTase^ (PDB 4U7P), PWWP (PDB 3LLR) and DNMT3L (PDB 2PV0) were manually fit into the sharpened map in Chimera (v1.17.3)^58^. The initial structural model was then subjected to iterative model building using Coot (v0.9.8)^59^ and real-space refinement using Phenix (v 1.21.2_5419)^60^. For the structure, a model-map Fourier shell correlation was calculated using the criterion of 0.5.

### Isothermal Titration Calorimetry (ITC) binding assay

WT DNMT3A^MTase^-DNMT3L^ML^, DNMT3A^ADD-MTase^-DNMT3L^ML^, ADD, PWWP and mutants were dialyzed at 4 °C overnight against a buffer containing 20 mM Tris-HCl (pH 7.5), 100 mM NaCl, and 1 mM β-mercaptoethanol. The final concentrations, determined based on ultraviolet absorption at 280 nm, were 30–50 µM for DNMT3A-DNMT3L tetramer and mutants and 0.3–0.5 mM for the PWWP and ADD domains, WT or mutant.

A MicroCal iTC200 system (GE Healthcare) was used to conduct ITC measurements. A total of 15–17 injections with a spacing of 180 s and a reference power of 5 μcal/s were performed after the temperature was equilibrated to 4 °C. The ITC curves were processed with software Origin (MicroCal) using one-site fitting model.

### Preparation of chemically modified nucleosome

Histones (H2A, H2B, WT or K4C/C110S or K36C/C110S-mutated H3, and H4) from Xenopus laevis were expressed and purified under denatured condition as previously described^12^. Briefly, WT and mutant histones were expressed in *Escherichia coli* BL21 (DE3) RIL at 37 °C. The cells were induced by addition of 0.4 mM IPTG when the cell density reached A_600_ of 1.0 and continued to grow 1 h. The cells were harvested and lysed in a buffer containing 50 mM Tris-HCl (pH 8.0), 0.2 M NaCl and 1% Triton X-100. Histone inclusion bodies were solubilized and denatured in 20 mM Tris-HCl (pH 7.5), 7 M guanidine hydrochloride and 10 mM DTT. Subsequently, denatured histones were purified through sequential ion-exchange chromatography on Q-XL and SP-HP columns (Cytiva) using the buffer containing 20 mM Tris-HCl (pH 7.5), 7 M urea and 2 mM β-mercaptoethanol with a KCl gradient of 0 to 1 M. The purified histone proteins were thoroughly dialyzed against distilled water containing 2 mM β-mercaptoethanol, lyophilized and stored at −80 °C. The K4C and K36C-mutated H3 proteins were chemically alkylated to Kc4me3 (denoted as H3K4me3 herein) and Kc36me2 (denoted as H3K36me2 herein) respectively as previously described^48^. In essence, lyophilized histones (5–10 mg) were each dissolved in ~1 mL of alkylation buffer containing 1 M Hepes (pH 7.8), 4 M guanidine hydrochloride, 10 mM D/L-methionine, and then mixed with 20 μL of 1 M DTT and incubated at 37 °C for 1 h. Alkylation of H3K_C_36 was carried at room temperature, with the reaction mixture subject to sequential additional of 50 μL of 1 M (2-chloroethyl)-dimethylammonium chloride (Sigma-Aldrich), 10 μL of 1 M DTT, and 50 μL of 1 M (2-chloroethyl)-dimethylammonium chloride. Alkylation of H3K_C_4 was performed at 50 °C, with the reaction mixture subject to sequential addition of 100 mg (2-bromoethyl) trimethylammonium bromide and 10 μL of 1 M DTT. All alkylation reactions were quenched by addition of β-mercaptoethanol (50 μL, 14.2 M), followed by dialysis against distilled water containing 2 mM β-mercaptoethanol. The histone octamer was reconstituted by mixing four histones with equal molar and dialysis in refolding buffer (20 mM Tris-HCl pH 7.5, 2 M NaCl, 1 mM EDTA and 5 mM 2-mercaptoethanol) and further purified by size-exclusion chromatography on a HiLoad 16/600 Superdex 200 pg column.

The Widom 601 DNA flanked by a 35-bp DNA sequence (5’-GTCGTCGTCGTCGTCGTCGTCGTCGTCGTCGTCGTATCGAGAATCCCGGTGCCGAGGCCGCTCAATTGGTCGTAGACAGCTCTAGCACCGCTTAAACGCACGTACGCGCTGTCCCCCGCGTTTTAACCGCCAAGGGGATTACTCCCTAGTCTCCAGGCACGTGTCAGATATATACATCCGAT-3’; Widom 601 DNA sequence is underlined) was PCR amplified and purified as previously described^12^. To assemble the nucleosome, purified histone octamer was mixed with the 601 DNA in a 1:1 molar ratio, followed by stepwise dialysis against a buffer containing 10 mM Tris-HCl (pH 8.0), 1 mM EDTA, 1 mM DTT and 0.25–2 M KCl. Finally, the assembled NCP was dialyzed against a buffer containing 10 mM Tris-HCl (pH 8.0) and 1 mM DTT overnight. The assembled NCP was analyzed in 5% Tris-borate-EDTA (TBE) native gel in 0.2× TBE buffer (89 mM TBE, pH 8.3). The DNA band was visualized using SYBR Gold staining and scanned using a ChemiDoc imager (Bio-Rad).

### In vitro enzymatic assay

For comparison of the DNA methylation activity between WT and mutant DNMT3A-DNMT3L on nucleosomes, a 20-µL reaction mixture contained 0.1 µM DNMT3A-DNMT3L, 0.4 µM assembled nucleosome, 0.55 µM S-adenosyl-L-[methyl-^3^H] methionine (specific activity 87.9 Ci/mmol, PerkinElmer), 0.65 μM non-radioactive AdoMet in 50 mM Tris–HCl (pH 8.0), 75 mM NaCl, 0.05% β-mercaptoethanol, 0.02% NP-40, 10% glycerol and 200 µg/mL BSA was incubated at 37 °C for 30 min and quenched by addition of 5 µL of 10 mM non-radioactive AdoMet. For detection, 8 µL of the reaction mixture was spotted on Amersham Hybond-N^+^ paper (Cytiva) and air dried. The paper was then washed with 0.2 M cold ammonium bicarbonate (pH 8.2) (twice), Milli Q water and ethanol. Subsequently, the paper was air dried and transferred to scintillation vials filled with 3 mL ScintiVerse cocktail (Thermo fisher). The radioactivity of tritium was measured with a Beckman LS6500 counter. For the comparison of activity on naked DNA, a 36-mer (GAC)_12_ /(GTC)_12_ DNA duplex was used as the substrate and the reaction condition is similar as above, except that the concentration of DNMT3A-DNMT3L and dsDNA were kept at 0.2 µM and 0.75 µM, respectively. Each methylation assay was carried out in triplicate and plotted in the GraphPad Prism (v.10).

### Fluorescence polarization (FP) assay

For FP assay, 15 nM FAM-labeled 24-mer DNA duplex (upper strand: /5FAM-T/CGGACAGGATGTATATATCTGAC; lower strand: GTCAGATATATACATCCTGTCCGA) was mixed with various concentrations (0.01, 0.02, 0.04, 0.08, 0.15, 0.31, 0.62, 1.25, 2.5, and 5 µM) of DNMT3A2-DNMT3L for 30 min at 4 °C in a buffer containing 20 mM Tris-HCl (pH 7.5), 50 mM NaCl, 5% glycerol, and 5 mM DTT. The FP measurements were performed on a ClarioStar plus plate reader (BMG LABTECH) at 25 °C. The DNA bound fractions were calculated as (mP − baseline mP)/(maximum mP − baseline mP), where mP represents the FP value. Each reaction was carried out in triplicate and the bound fractions were fit against protein concentrations using the specific binding model with Hill slope in GraphPad Prism (v.10).

### NMR spectroscopy

Uniformly ^15^N-labeled WT or mutant DNMT3A ADD, ADD^E545G^ and PWWP domains were dialyzed overnight against buffer containing 10 mM Tris–HCl (pH 7.2), 100 mM NaCl, and 1 mM DTT and quantified based on ultraviolet absorption at 280 nm. The NMR spectroscopy was performed at 20 °C on a 700 MHz spectrometer (Bruker Avance) equipped with a cryogenic probe in a buffer containing 10 mM Tris–HCl (pH 7.2), 50 mM NaCl, 1 mM dithiothreitol (DTT), and 10% (v/v) D_2_O. ^1^H,^15^N–HSQC NMR spectra were acquired for 0.2 mM ^15^N-labeled DNMT3A ADD in absence or presence of equimolar amounts of PWWP, WT or mutant. Similarly, the ^1^H,^15^N–HSQC NMR spectra of 0.2 mM ^15^N-labeled DNMT3A ADD^E545G^ were collected in the absence or presence of equimolar WT DNMT3A PWWP. The NMR spectra were processed using TopSpin (Bruker BioSpin) and analyzed with Mnova NMR (Mestrelab Research).

### Molecular dynamics (MD) simulation

The structural models of the DNMT3A2-DNMT3L, DNMT3A^ADD-MTase^-DNMT3L and DNMT3A^ADD-MTase^-H3-DNMT3L complexes were used for molecular dynamic (MD) simulation of the DNMT3A^PWWP-ADD-MTase^, DNMT3A^ADD-MTase^ and DNMT3A^ADD-MTase^-H3 states. In essence, the structural model of DNMT3A^ADD-MTase^-DNMT3L was generated by removal of the PWWP domain in the DNMT3A2-DNMT3L complex. The structural model of DNMT3A^ADD-MTase^-H3-DNMT3L was obtained based on the structural overlay between the DNMT3A2-DNMT3L complex and the DNMT3A ADD-H3K4me0 complex (PDB 4QBQ). MD simulations were performed using the AMBER20 package^61^. The partial charges of S-adenosylhomocysteine (SAH) were calculated using AM1-BCC. MD simulations were initiated using the ff14SB force field for protein and GAFF2 for ligand. ZAFF forcefield was used to stabilize the zinc finger^62^. Covalent bonds were added to the 4 cysteine nearest to each zinc, for a total of 48 zinc-cysteine covalent bonds. All systems were solved in water boxes 12 Å from the protein edge using TIP3P explicit solvent model at temperature of 298 K with NPT ensemble. Na^+^ ions were added to neutralize the system. A 12-Å cutoff was used for short-range non-bonded interactions and the long-range electrostatic interactions were computed by the particle mesh Ewald method (PME). The water molecules were minimized for 10,000 steps, followed by minimization of the entire system for 20,000 steps (Supplementary Table 3). The solvated system was equilibrated under constant pressure and temperature (NPT ensemble) at 50 K for 200 ps, from 75 K to 275 K with 25 K increments and 100 ps each, and finally at 298 K for 400 ps. Production runs were also performed in the NPT ensemble at 298 K using a Langevin Thermostat with 2-fs time-steps. We performed 200-ns MD saving every 1-ps interval, then resaved the trajectories every 1 ns, resulting in 200 frames for analysis. To understand the differences in dynamics, simulations were visualized using Visual Molecular Dynamics (VMD) software^63^. The RMSF of each alpha carbon was calculated based on alignment of DNMT3A residues directly in VMD. The RMSF values were averaged with standard deviation across three replicas and plotted versus residue position. The coordinates resulting from the MD simulations were summarized in Supplementary Data 1.

### CUT&RUN and reduced representation bisulfite sequencing (EM-seq) data analysis

H3K36me2 CUT&RUN sequencing data from QKO (*Dnmt1/Dnmt3A/Dnmt3B/Dnmt3L* KO) mESC (GSE247019) was analyzed using the *multiBigwigSummary* function from DeepTools (v3.5.1)^64^ to quantify H3K36me2 CUT&RUN signal in 10-kb genome-wide bins. H3K36me2 domains were called using SEACR (v1.3)^65^. Bismark coverage files of TKO (*Dnmt1/Dnmt3A/Dnmt3B* KO) and QKO mESC EM-seq data (DNA Methylation sequencing) (GSE247019) were analyzed using methylkit (v1.26)^66^. All CpGs with at least 2 reads were retained, and the DNA methylation status of 10-kb bins with at least 5 CpGs were retained for analysis. To focus on the non-CGI genomic regions, 10-kb bins overlapping CGIs were left out of the downstream analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of additional supplementary file

Supplementary Data 1

Reporting Summary

Transparent Peer Review file

## Source data

Source Data File

## Data Availability

The atomic model for the DNMT3A2-DNMT3L complex has been deposited in the Protein Data Bank under accession code 9PRW. The cryo-EM density map has been deposited in EMDB under the accession number of EMD-71814. The PDB accession codes 2PVC2PV03LLR, 4QBQ, 4U7P, 5CIU, 5YX2 and 8EIH were used in this study. The Cut&Tag and DNA methylation profiling data deposited in NCBI Gene Expression Omnibus under accession number GSE247019^13^ were used in this study. Source Data are provided in the Source Data file. Source data are provided with this paper.

# Supplementary material for: Structural insight into hierarchical DNMT3A autoinhibition and its dysregulation in disease
**Source:** Nat Commun. 2026 Feb 18;17:2901. doi: 10.1038/s41467-026-69563-1
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary information for

**Structural insight into hierarchical DNMT3A autoinhibition and its dysregulation in disease**

Jiuwei Lu<sup>1</sup>, Emily Vig<sup>2,#</sup>, Jianbin Chen<sup>1,2,#</sup>, Kristjan H. Gretarsson<sup>3,#</sup>, Nelli Khudaverdyan<sup>1,2</sup>, Zengyu Shao<sup>1,2</sup>, Chao Lu<sup>3</sup>, Chia-en A. Chang<sup>2,4</sup>, Jikui Song<sup>1,2,\*</sup>

<sup>#</sup>These authors contributed to the project equally

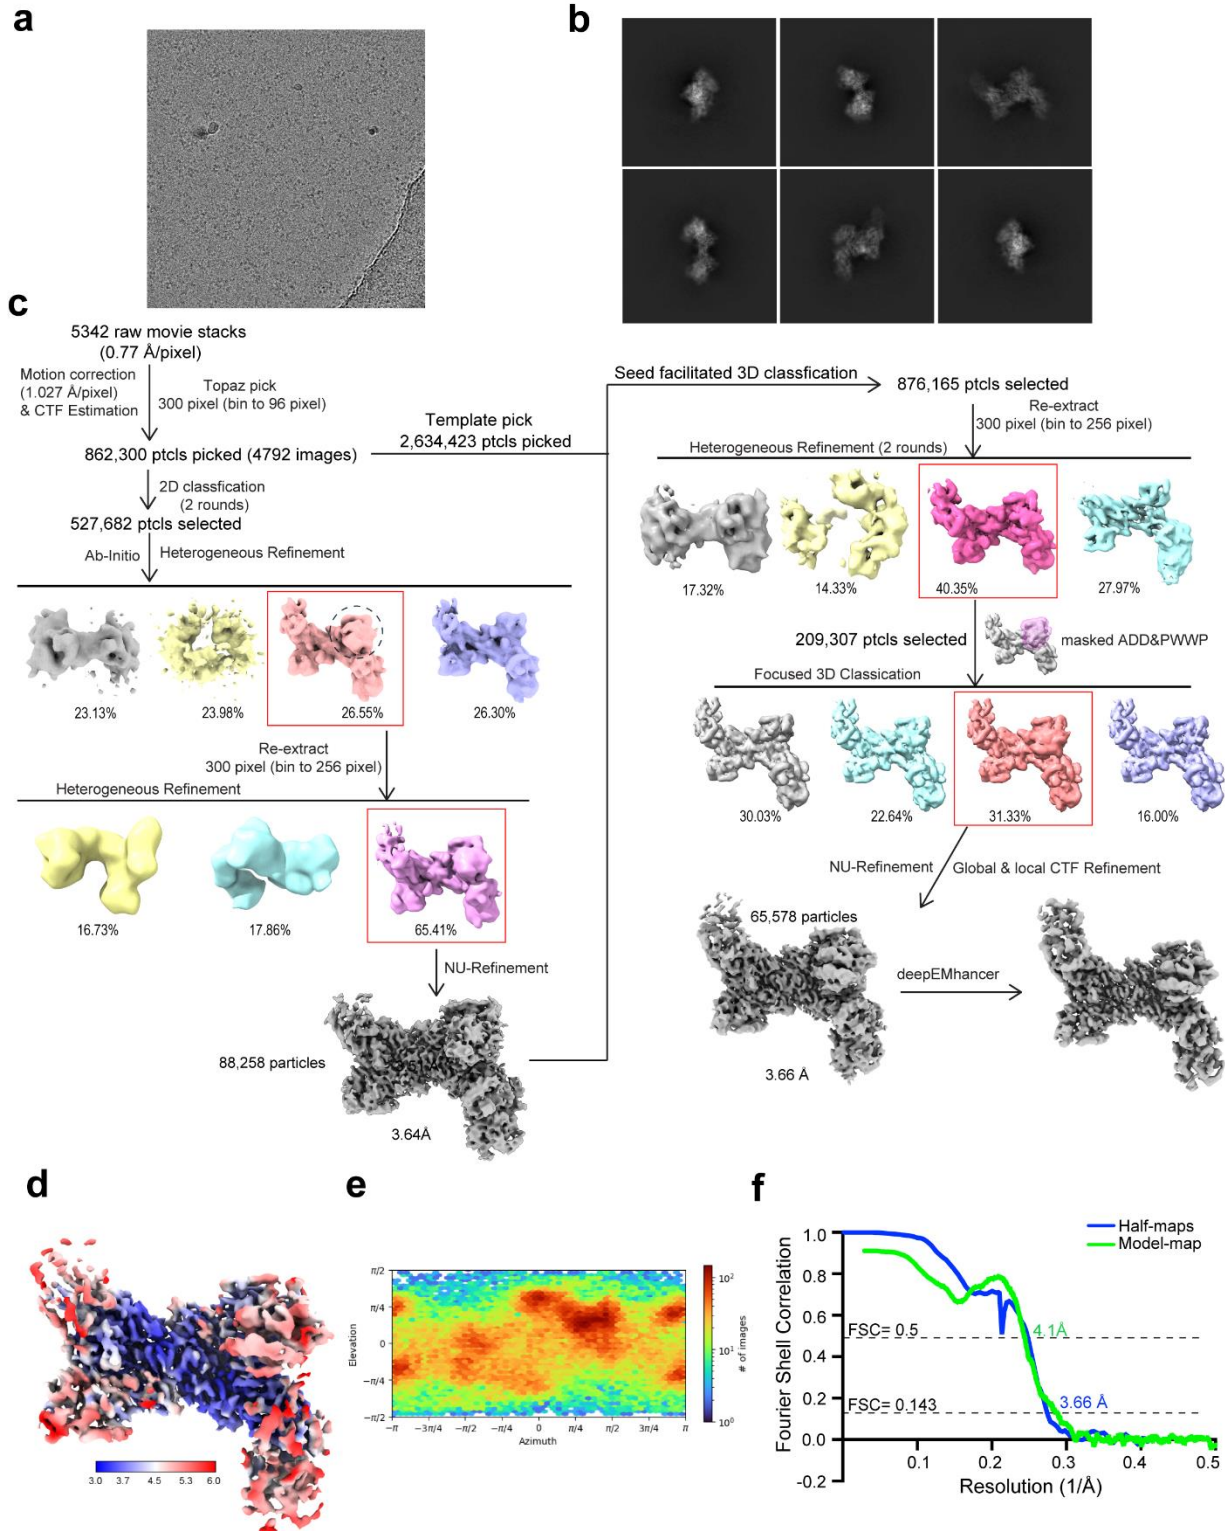

**Supplementary Figure 1. Cryo-EM structure of the DNMT3A2-DNMT3L complex.** **a** A representative micrograph of the DNMT3A2-DNMT3L complex by Cryo-EM. **b** Representative 2D classes of the DNMT3A2-DNMT3L complex from cryoSPARC. **c**

Workflow for data processing. The particle groups used for subsequent data processing were indicated by red squares. For instance, after initial heterogeneous refinement, the particles associated with the density with the feature of the PWWP domain (circled) were selected for further classification. **d-f** Local resolution (d), Angular distribution of final particles used for construction (e), and FSC curve for half maps and model-map for the structure of the DNMT3A2-DNMT3L complex (f).

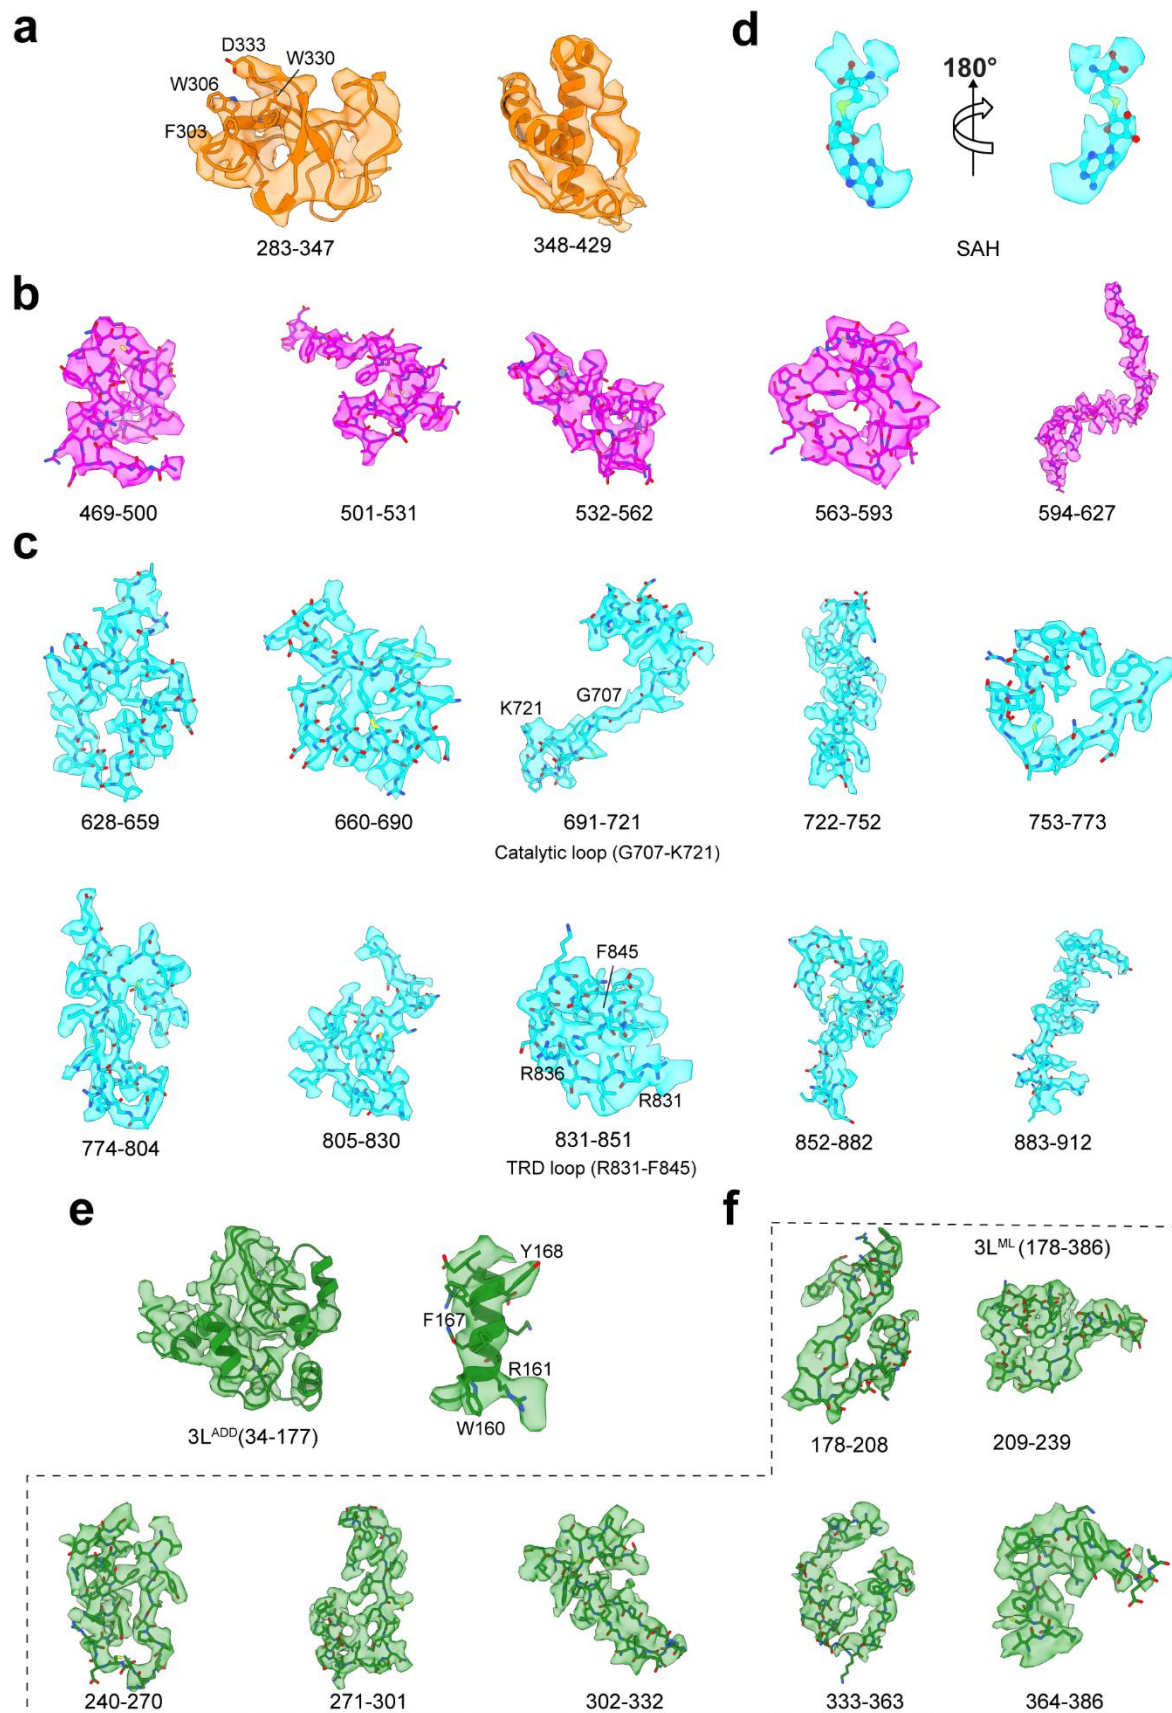

**Supplementary Figure 2. Cryo-EM density maps of the DNMT3A2-DNMT3L complex.**

**a-d** Density maps for representative regions of the PWWP domain (a), ADD domain (b), MTase domain (c), and bound SAH (two opposite views) (d) of DNMT3A. **e,f** Density maps for representative structural elements of the ADD domain (e) and ML domain (f) of DNMT3L.

**a**

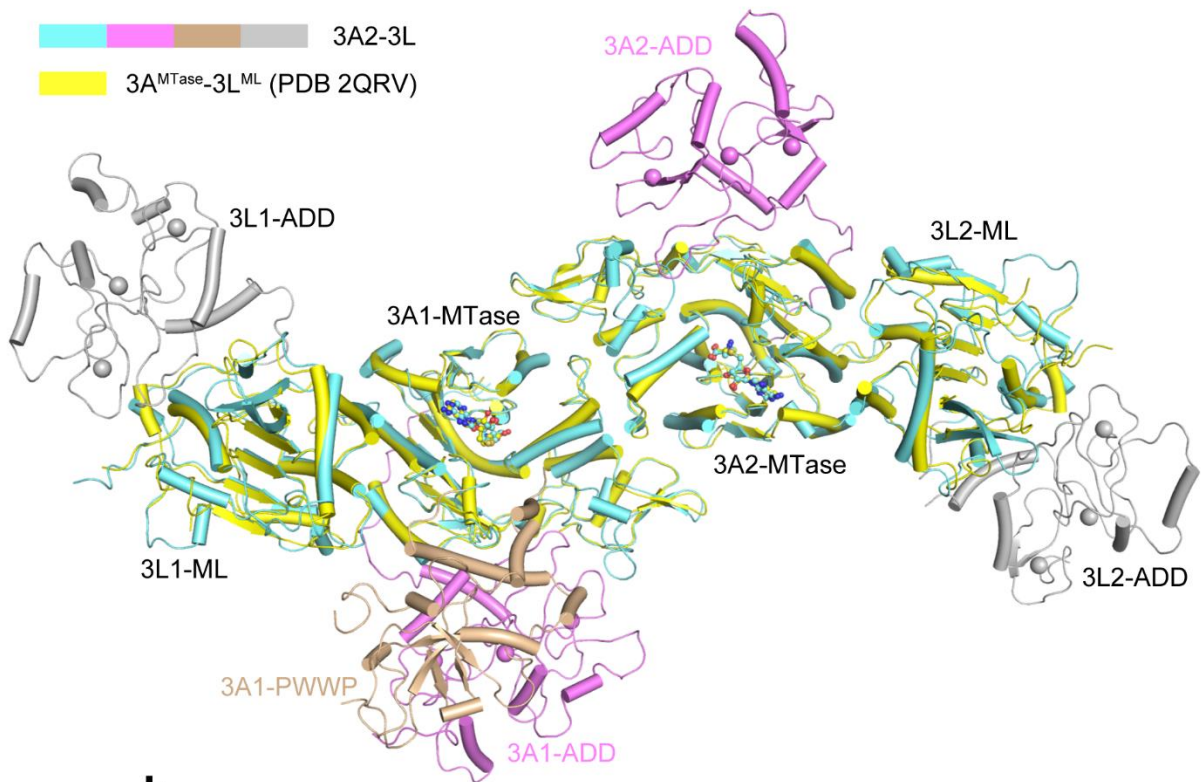

**b**

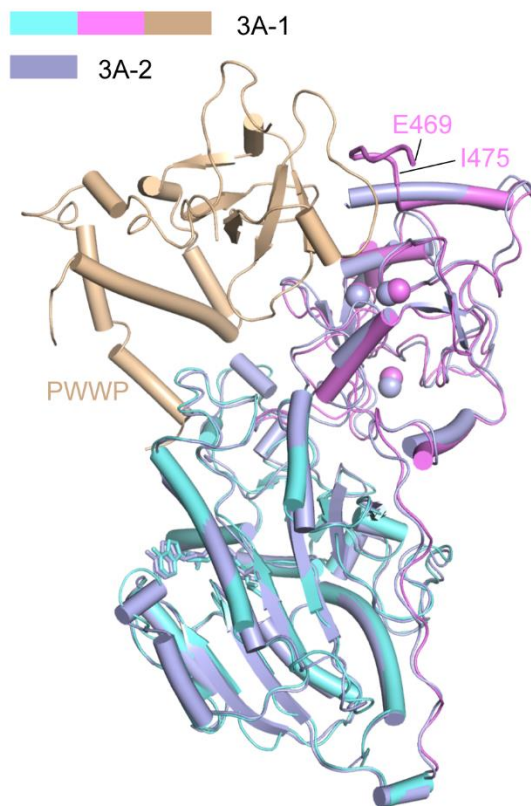

**Supplementary Figure 3. Structural overview of the DNMT3A2-DNMT3L complex. a**

Structural overlay of the DNMT3A2-DNMT3L complex with the previously reported DNMT3A<sup>MTase</sup>-DNMT3L<sup>ML</sup> (PDB 2QRV), with the domains of individual subunits labeled.

**b** Structural overlay of the 3A-1 and 3A-2 subunits in the DNMT3A2-DNMT3L complex.

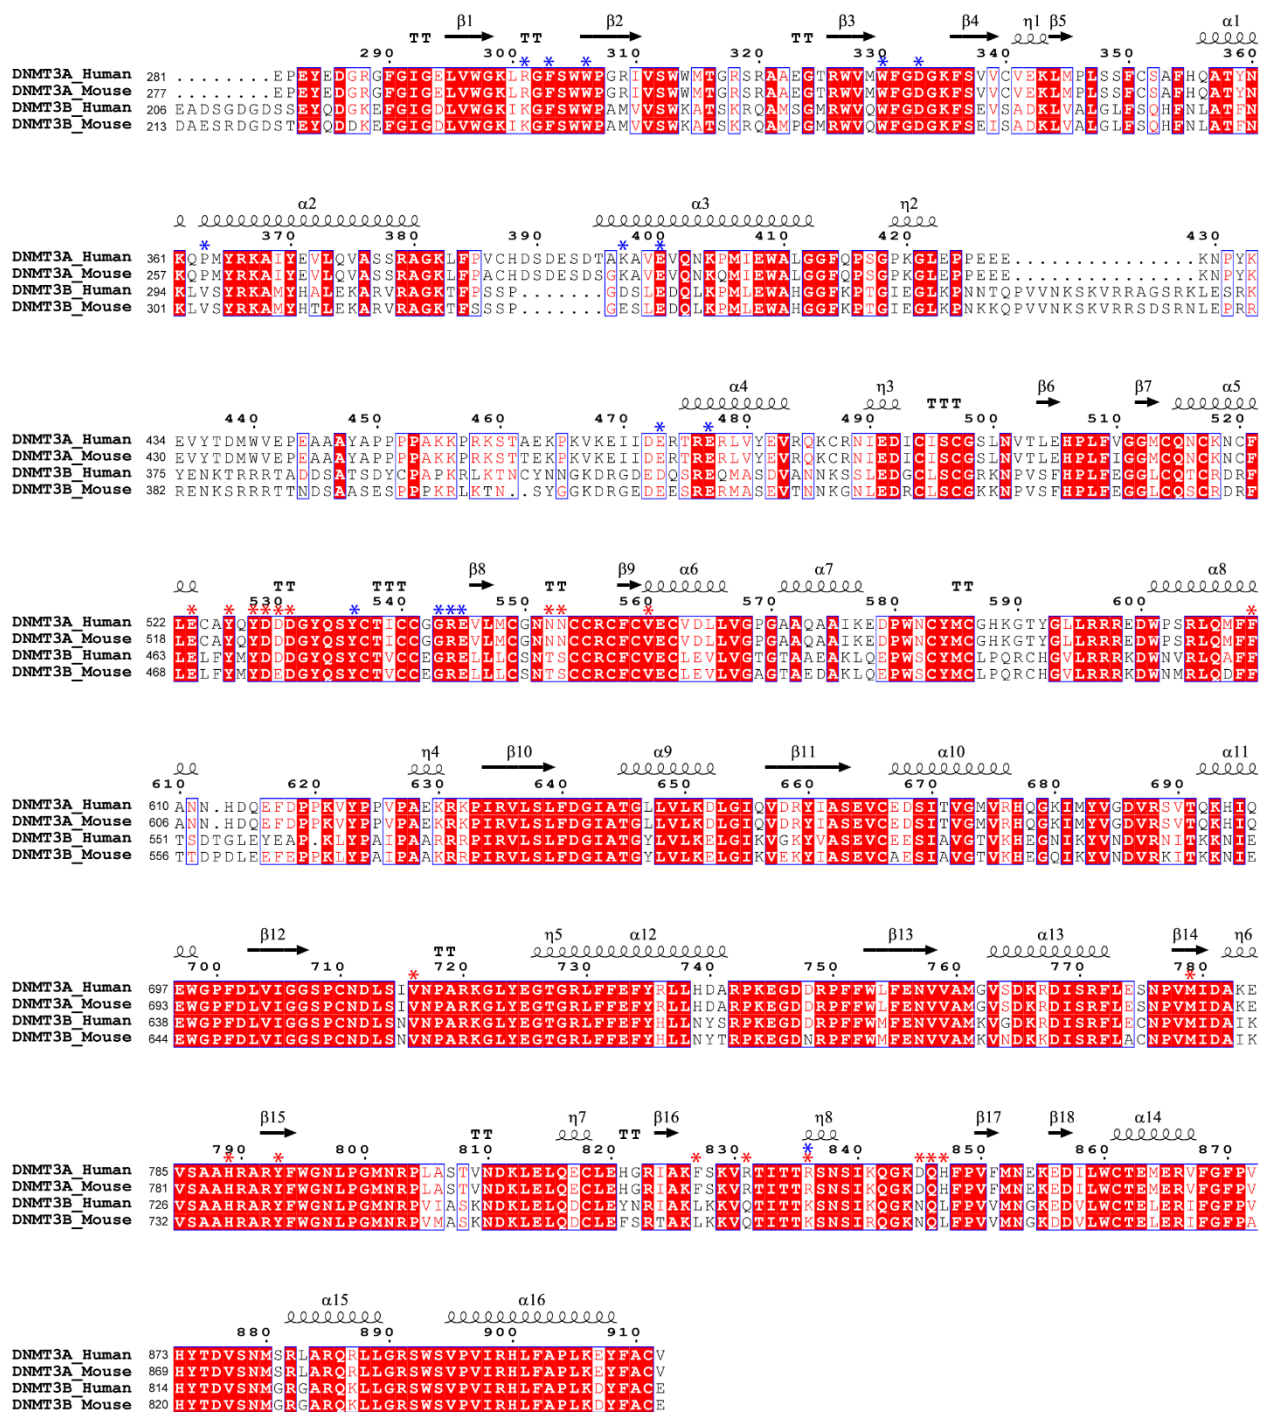

**Supplementary Figure 4. Structure-based sequence alignment of human and mouse DNMT3A and DNMT3B.** Identical or similar residues are boxed and colored in red. Completely conserved residues are shaded in red. Identical residues are colored white in red background and similar residues are colored in red. The residues involved in the PWWP-mediated interaction with the ADD and MTase domains and the binary ADD-

MTase interaction are marked by blue and red asterisks, respectively, on top. The secondary structures corresponding to DNMT3A are also indicated on top.

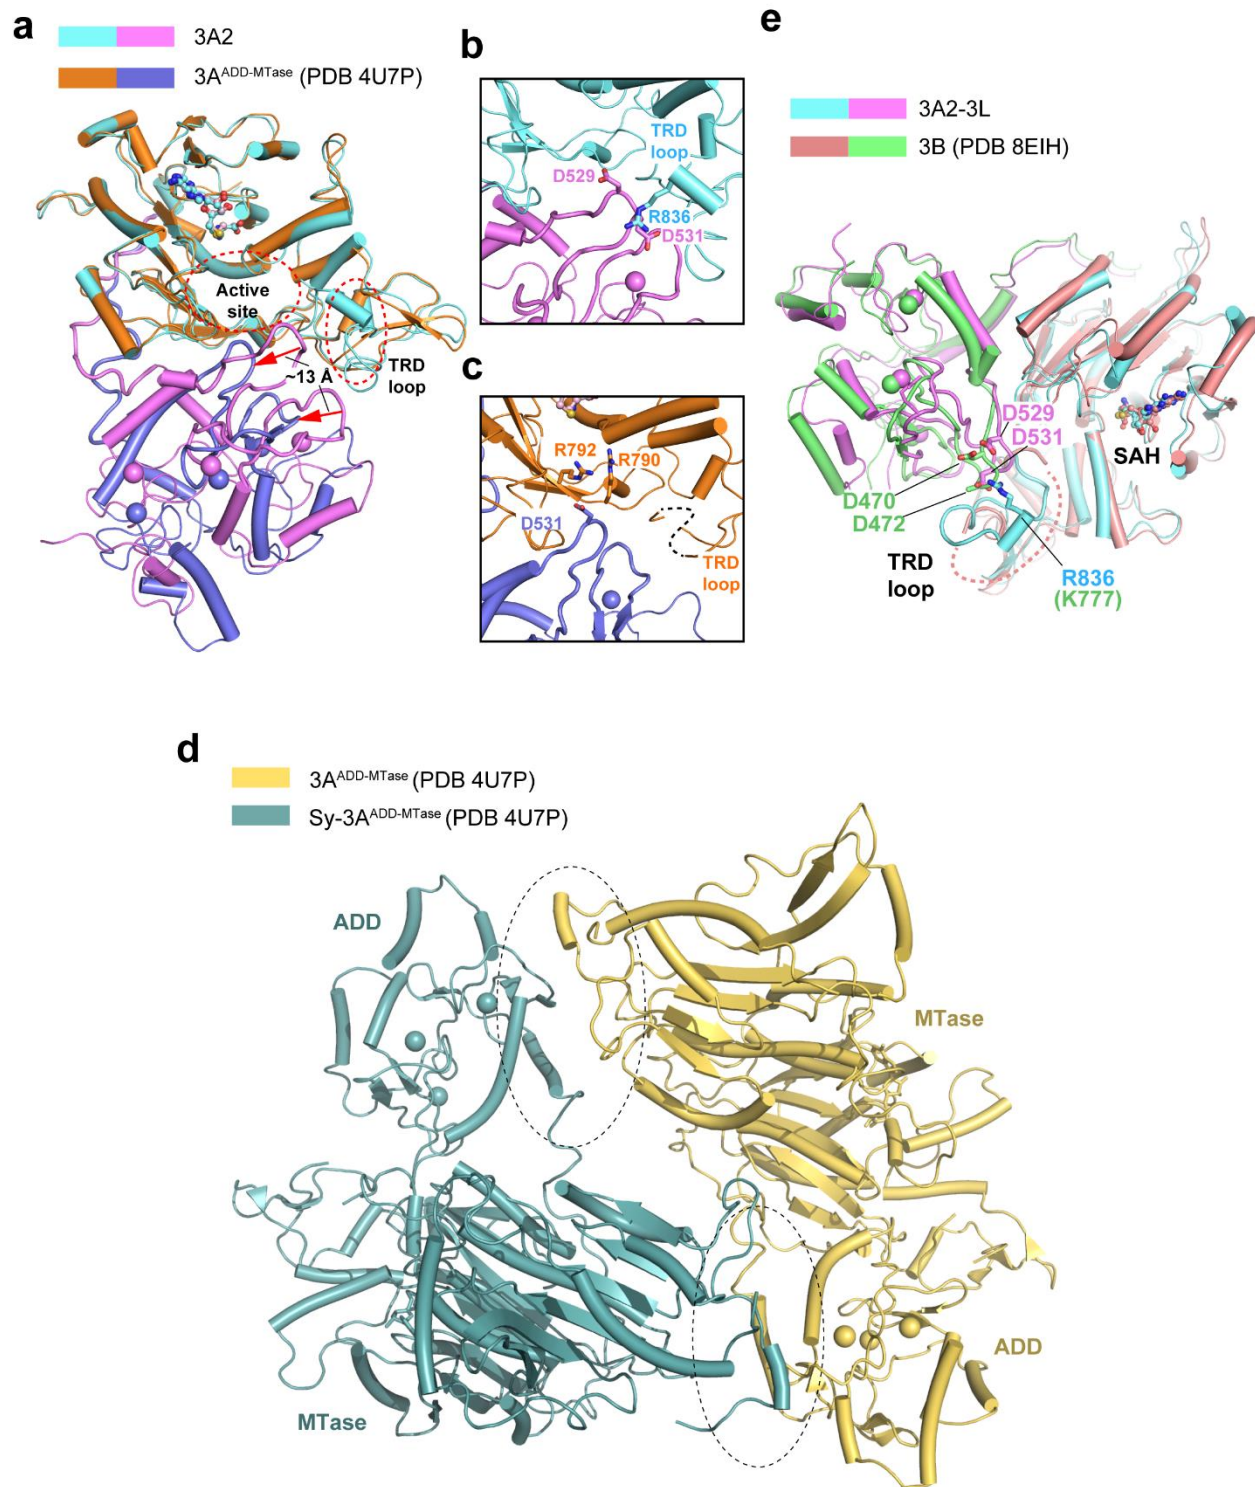

**Supplementary Figure 5. Structural comparison between the cryo-EM structure of DNMT3A2-DNMT3L and the crystal structure of DNMT3A<sup>ADD-MTase</sup>-DNMT3L<sup>ML</sup>. a** Structural overlay of the DNMT3A subunit in the DNMT3A2-DNMT3L complex and the

DNMT3A<sup>ADD-MTase</sup>-DNMT3L<sup>ML</sup> complex (PDB 4U7P), with a ~13-Å shift of the ADD positioning indicated by red arrows. **b,c** Close-up view of the ADD-MTase interaction in the DNMT3A2-DNMT3L complex (b) and the DNMT3A<sup>ADD-MTase</sup>-DNMT3L<sup>ML</sup> complex (PDB 4U7P) (c). Note that the ADD residue D531 interacts with TRD-loop residue R836 in (b) but residues R790 and R792 in (c). **d** Crystal packing analysis of the DNMT3A<sup>ADD-MTase</sup>-DNMT3L<sup>ML</sup> complex (3A<sup>ADD-MTase</sup>) (PDB 4U7P) and the symmetry-related complex (Sy-3A<sup>ADD-MTase</sup>), revealing that the ADD domain and its downstream linker (marked by dotted circle) are involved in crystal packing. **e** Structural overlay of between the ADD-MTase region of the 3A-1 subunit and the corresponding region in DNMT3B homotetramer (PDB 8EIH). Note that the ADD domains are positioned similarly between the two proteins. The TRD loop of DNMT3B is shown as dashed line due to disorder. The interacting residues, DNMT3A D529, D531 and R836, and the corresponding sites in DNMT3B shown in stick representation. DNMT3B K777, corresponding to DNMT3A R836, is not shown due to structural disorder.

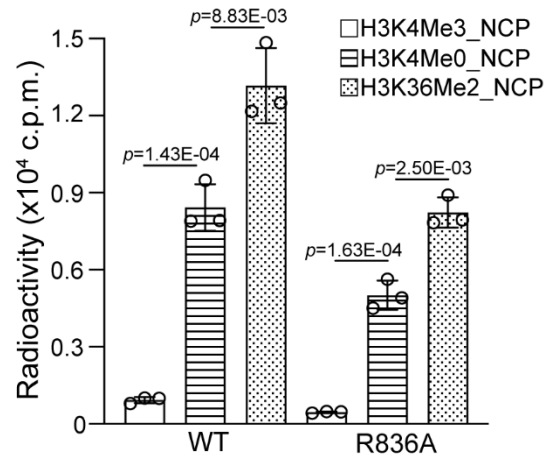

**Supplementary Figure 6.** *In vitro* DNA methylation assay of DNMT3A2-DNMT3L, WT or R836A mutant, on the nucleosome substrates with various histone modifications. The statistical analysis used two-tailed Student's t test. Data are mean  $\pm$  s.d. (n = 3 biological repeats). Source data are provided as a Source Data file.

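R836 lies in the TRD loop of the MTase domain and contacts the CpG guanine of the DNA substrate in the DNA-bound form of the enzyme. In the autoinhibited DNMT3A2-DNMT3L complex the same residue interacts with ADD residues D529-D531. The R836A mutation therefore removes a residue that takes part in both interactions, and the assay compares it with WT on nucleosomes assembled with the histone modifications used for the other mutants. The signal is the tritium transferred to DNA from radioactive S-adenosyl-L-methionine. The paper states that R836A reduced the ADD-MTase association and also lowered the activity on every nucleosome tested. The paper mentions beside this the role of R836 in contacting CpG sites. The values of this figure were not analysed here.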

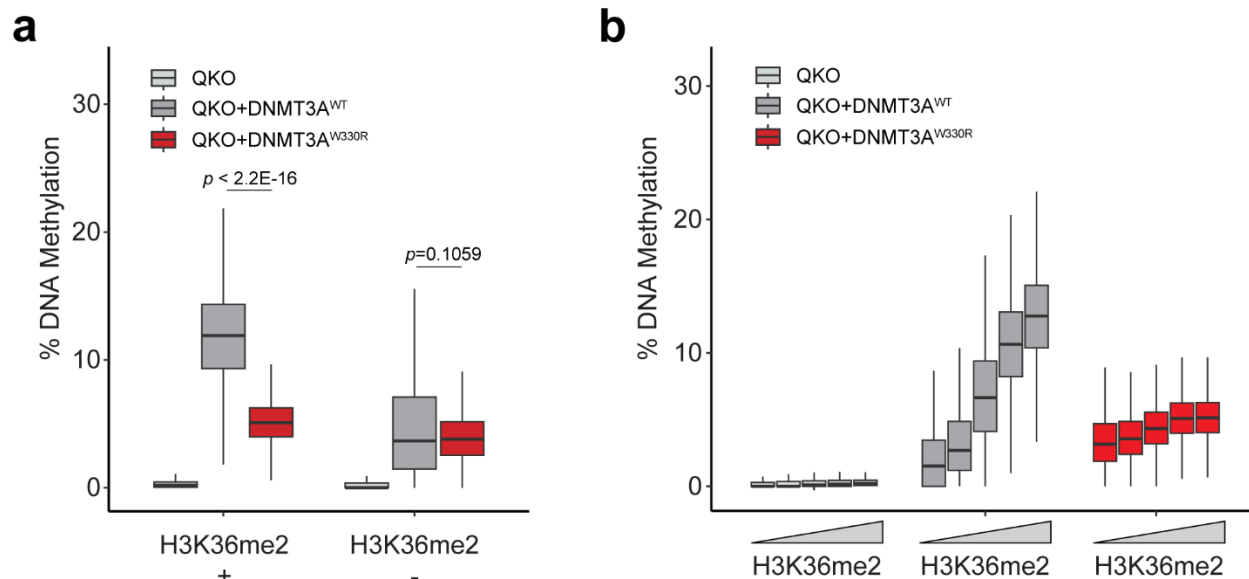

**Supplementary Figure 7. Genomic DNA methylation analysis of QKO mESCs with WT and W330R DNMT3A1.** **a** Box plots showing the levels of DNA methylation in CGI-excluded, H3K36me2-positive (left) or negative (right) regions in QKO reconstituted with WT or W330R DNMT3A1. Box-and whisker plots depict 25-75% in the box, whiskers are 1.5 times the interquartile range (IQR), and median is indicated. Wilcoxon rank-sum two-sided test is used for statistical analysis ( $n = 2$  biological replicates). **b** Percent of DNA methylation in WT or W330R DNMT3A1 QKO mESCs grouped by H3K36me2 CUT&RUN enrichments. Box-and whisker plots depict 25-75% in the box, whiskers are 1.5 times the interquartile range (IQR), and median is indicated ( $n = 2$  biological replicates).

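The QKO cells are mouse embryonic stem cells without Dnmt1, Dnmt3A, Dnmt3B and Dnmt3L, so that the methylation measured in them was placed by the DNMT3A1 that was transduced, WT or W330R, in the absence of DNMT3L. The methylation level of a genomic bin is the share of CpG calls read as methylated by enzymatic conversion sequencing. Bins that overlap CpG islands were left out by the authors, and the remaining bins were sorted by H3K36me2 enrichment from CUT&RUN, an assay that sequences the chromatin fragments bound by an antibody. A box over bins shows the spread between regions of the genome. The paper describes the pattern in QKO cells as similar to that in TKO cells, which retain Dnmt3L, although modest. The sequencing data of the QKO and TKO cells were not analysed here.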

**Supplementary Table 1. Cryo-EM data collection, structure refinement and validation statistics**

| States                                              | DNMT3A/3L<br>(EMD-71814, PDB 9PRW)                                                       |
|-----------------------------------------------------|------------------------------------------------------------------------------------------|
| <b>Data collection and processing</b>               |                                                                                          |
| Microscope                                          | Titan Krios                                                                              |
| Camera                                              | TFS Falcon IV                                                                            |
| Magnification                                       | 130,000                                                                                  |
| Voltage (kV)                                        | 300                                                                                      |
| Defocus range ( $\mu\text{m}$ )                     | -0.8 ~ -2.5                                                                              |
| Exposure time (s)                                   | 7                                                                                        |
| Dose rate( $e^-/\text{px/s}$ )                      | 7 $e^-/\text{px/s}$                                                                      |
| Number of frames                                    | 29                                                                                       |
| Pixel size ( $\text{\AA}$ )                         | 0.7675                                                                                   |
| Micrographs (no.)                                   | 5342                                                                                     |
| Initial particles (no.)                             | 2,634,423                                                                                |
| Symmetry imposed                                    | <i>C1</i>                                                                                |
| Final particles (no.)                               | 65,578                                                                                   |
| Map resolution ( $\text{\AA}$ )                     | 3.66                                                                                     |
| FSC threshold                                       | 0.143                                                                                    |
| <b>Refinement</b>                                   |                                                                                          |
| Initial model used                                  | 4U7P,3LLR, 2PV0                                                                          |
| Model resolution ( $\text{\AA}$ )                   | 4.1                                                                                      |
| FSC threshold                                       | 0.5                                                                                      |
| Map sharpening <i>B</i> factor ( $\text{\AA}^2$ )   | deepEMhanceer (visualization)<br>uniform B-factor of -116.28 $\text{\AA}^2$ (refinement) |
| <b>Model composition</b>                            |                                                                                          |
| Non-hydrogen atoms                                  | 13,546                                                                                   |
| Protein residues                                    | 1703                                                                                     |
| Ion (zinc)                                          | 12                                                                                       |
| SAH                                                 | 2                                                                                        |
| <b><i>B</i> factors (<math>\text{\AA}^2</math>)</b> |                                                                                          |
| Protein                                             | 123.4                                                                                    |
| Ion (zinc)                                          | 205.1                                                                                    |
| SAH                                                 | 47.8                                                                                     |
| <b>R.m.s. deviations</b>                            |                                                                                          |
| Bond lengths ( $\text{\AA}$ )                       | 0.003                                                                                    |
| Bond angles ( $^\circ$ )                            | 0.661                                                                                    |
| <b>Validation</b>                                   |                                                                                          |
| MolProbity score                                    | 1.9                                                                                      |
| Clashscore                                          | 9.98                                                                                     |
| Poor rotamers (%)                                   | 0.14                                                                                     |
| <b>Ramachandran plot</b>                            |                                                                                          |
| Favored (%)                                         | 94.38                                                                                    |
| Allowed (%)                                         | 5.62                                                                                     |
| Disallowed (%)                                      | 0                                                                                        |

**Supplementary Table 2. List of primers used in this study**

| <b>Name</b>       | <b>Sequence</b>                           |
|-------------------|-------------------------------------------|
| 3A_sy_281F_VP13   | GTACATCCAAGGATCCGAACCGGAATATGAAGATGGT     |
| 3A_sy_912R_VP13   | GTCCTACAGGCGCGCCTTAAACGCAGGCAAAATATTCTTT  |
| 3L_1F_Vp13        | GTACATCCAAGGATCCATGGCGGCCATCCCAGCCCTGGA   |
| 3L_AscII_386R     | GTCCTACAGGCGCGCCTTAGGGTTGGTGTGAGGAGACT    |
| 3A_281F_pRSF_sy   | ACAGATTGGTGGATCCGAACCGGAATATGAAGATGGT     |
| 3A_427R_pRSF_sy   | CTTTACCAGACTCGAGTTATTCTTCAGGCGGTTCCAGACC  |
| 3A_476F_pRSF_sy   | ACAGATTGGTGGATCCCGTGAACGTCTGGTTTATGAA     |
| 3A_614R_pRSF_sy   | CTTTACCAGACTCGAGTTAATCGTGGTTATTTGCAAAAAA  |
| hDNMT3A_912Not1   | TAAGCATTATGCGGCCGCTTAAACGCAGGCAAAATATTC   |
| 3A_W330A_SyF      | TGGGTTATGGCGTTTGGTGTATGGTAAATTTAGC        |
| 3A_W330A_SyR      | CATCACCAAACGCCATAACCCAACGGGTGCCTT         |
| 3A_W330R_SyF      | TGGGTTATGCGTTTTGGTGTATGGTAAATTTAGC        |
| 3A_W330R_SyR      | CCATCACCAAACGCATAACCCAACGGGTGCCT          |
| 3A_D333N_syF      | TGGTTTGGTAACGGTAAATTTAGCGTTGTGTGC         |
| 3A_D333N_syR      | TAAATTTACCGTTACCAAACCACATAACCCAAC         |
| 3A_R544A_syF      | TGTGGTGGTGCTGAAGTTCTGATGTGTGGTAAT         |
| 3A_R544A_syR      | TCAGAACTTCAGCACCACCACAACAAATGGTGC         |
| 3A_E545G_syF      | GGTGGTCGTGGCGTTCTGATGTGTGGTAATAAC         |
| 3A_E545G_syR      | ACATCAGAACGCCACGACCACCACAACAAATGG         |
| 3A_R836A_syF      | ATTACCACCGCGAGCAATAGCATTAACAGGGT          |
| 3A_R836A_syR      | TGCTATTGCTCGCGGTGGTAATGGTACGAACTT         |
| 3A_D529D531AA_syF | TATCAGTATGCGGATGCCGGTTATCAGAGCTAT         |
| 3A_D529D531AA_syR | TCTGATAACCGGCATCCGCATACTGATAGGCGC         |
| DNMT3L_pRSF_178F  | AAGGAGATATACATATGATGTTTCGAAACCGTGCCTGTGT  |
| DNMT3L_pRSF_386R  | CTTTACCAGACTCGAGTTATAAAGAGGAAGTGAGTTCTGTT |

**Supplementary Table 3. Setup of molecular dynamics simulation**

| System                           | Water box (12 Å) | Water molecules | Na <sup>+</sup> Ions added | Total Number of Atoms |
|----------------------------------|------------------|-----------------|----------------------------|-----------------------|
| DNMT3A <sup>PWWP-ADD-MTase</sup> | 12               | 91759           | 25                         | 302350                |
| DNMT3A <sup>ADD-MTase</sup>      | 12               | 92490           | 28                         | 302153                |
| DNMT3A <sup>ADD-MTase-H3</sup>   | 12               | 92430           | 22                         | 302243                |

# Supplementary material for: Structural insight into hierarchical DNMT3A autoinhibition and its dysregulation in disease
**Source:** Nat Commun. 2026 Feb 18;17:2901. doi: 10.1038/s41467-026-69563-1
**Supplement:** Supplementary file 2 — Description of additional supplementary file

## Description of Additional Supplementary Files

### Supplementary Data 1

**Description:** Initial and final configurations of the DNMT3A<sup>PWWP-ADD-MTase</sup>, DNMT3A<sup>ADD-MTase</sup> and DNMT3A<sup>ADD-MTase</sup>-H3 complexes in MD simulation.

# Supplementary material for: Structural insight into hierarchical DNMT3A autoinhibition and its dysregulation in disease
**Source:** Nat Commun. 2026 Feb 18;17:2901. doi: 10.1038/s41467-026-69563-1
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Cryo-EM data were collected using SerialEM from Pacific Northwest Center for Cryo-EM (PNCC). NMR spectroscopy was performed on a 700 MHz spectrometer (Bruker Avance) ;                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Data analysis   | For structural study, the cryoSPARC(v4.4.1), PHENIX v1.21.2_5419, Coot v0.9.8, Pymol v2.6.2, Chimera (v1.17.3) and ChimeraX (1.9) softwares were used for data processing and analysis. For NMR data processing, the TopSpin (Bruker BioSpin) and Mnova NMR (Mestrelab Research) were used. AMBER and ZAFF were used for MD simulation and visualized by VMD. For enzymatic activity comparsion and Fluorescence Polarization analysis, data were plotted and fitted using GraphPad Prism (v.10). For ITC experiment, the data were processed and fitted in Origin (MicroCal). For CUT&RUN and Reduced representation bisulfite sequencing (EM-seq) data analysis, the DeepTools (v3.5.1), SEACR (v1.3) and methylkit (v1.26) were used. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The atomic model for the DNMT3A2-DNMT3L complex has been deposited in the Protein Data Bank under accession code 9PRW [[https://www.wwpdb.org/pdb?id=pdb\\_00009prw](https://www.wwpdb.org/pdb?id=pdb_00009prw)]. The cryo-EM density map has been deposited in EMDDB under the accession number of EMD-71814 [<https://www.ebi.ac.uk/emdb/EMD-71814>]. The PDB accession codes 2PVC [<https://doi.org/10.2210/pdb2pvc/pdb>], 2PV0 [<https://doi.org/10.2210/pdb3llr/pdb>], 3LLR [<https://doi.org/10.2210/pdb3llr/pdb>], 4QBQ [<https://doi.org/10.2210/pdb4qbq/pdb>], 4U7P [<https://doi.org/10.2210/pdb4u7p/pdb>], 5CIU [<https://doi.org/10.2210/pdb5ciu/pdb>], 5YX2 [<https://doi.org/10.2210/pdb5YX2/pdb>] and 8EIH [<https://doi.org/10.2210/pdb8eih/pdb>] were used in this study. The Cut&Tag and DNA methylation profiling data deposited in NCBI Gene Expression Omnibus under accession number GSE247019 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE247019>] were used in this study. Source Data are provided in the Source Data file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |      |
|--------------------------------------------------------------------|------|
| Reporting on sex and gender                                        | N/A. |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A. |
| Population characteristics                                         | N/A. |
| Recruitment                                                        | N/A. |
| Ethics oversight                                                   | N/A. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The data size for Cryo-EM was determined by the availability of the microscope time and the particle density on the grids. Sufficient cryo-EM data were collected to achieve the reported resolution of the map, which is sufficient for the model building. The Biochemical and enzymatic assays were completed using wild type or mutants of DNMT3A-DNMT3L. The sample size is sufficient to delineate the mutational effects of DNMT3A.             |
| Data exclusions | Poor-quality or damaged particles were removed during Cryo-EM data processing to achieve high resolution maps which according to pre-established standard data processing procedures.                                                                                                                                                                                                                                                                  |
| Replication     | For in vitro DNA methylation and FP assays, three independent measurements were performed for each sample and stated in figure legends. 

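The radioactivity counts of each repeat are given in the source data of the article, and the comparisons below were set after those values had been seen. Activities were compared as the ratio of the mean counts of 3 repeats, with an SD propagated from the SDs of both means. Exact permutation tests, two-sided, were run on the 3 repeats of each condition, and the smallest p that 3 repeats against 3 allow is 0.1. Among the 36 ratios computed, the repeats did not overlap in 33, each with an exact permutation p of 0.1, and the smallest Benjamini-Hochberg adjusted p was 0.109. With 3 repeats against 3, groups that do not overlap arise by chance in 10% of cases. On the 36-mer DNA duplex, the ratio over WT was 2.95 ± 0.332 (SD, n = 3) for R544A and 2.37 ± 0.276 (SD, n = 3) for W330A (Fig. 2g). In the separate assay of the disease mutants on the same DNA (Fig. 6d), the ratio over WT was 1.91 ± 0.106 for E545G, 3.83 ± 0.166 for W330R and 2.84 ± 0.106 for D333N (SD, n = 3 each).
On the nucleosome with H3K4me3 (Fig. 4d), the ratio over WT was 6.55 ± 0.723 for D529A/D531A, 3.30 ± 0.0958 for R544A, 3.18 ± 0.574 for W330A and 2.99 ± 0.303 for D529A/D531A/W330A (SD, n = 3 each). Activity on H3K4me0 over that on H3K4me3 nucleosomes was 7.02 ± 0.217 for WT, 6.12 ± 0.186 for R544A and 5.31 ± 0.994 for W330A. It was 1.38 ± 0.151 for D529A/D531A and 1.65 ± 0.210 for D529A/D531A/W330A. Activity on H3K36me2 over that on H3K4me0 nucleosomes was 1.68 ± 0.0474 for WT, 1.59 ± 0.0260 for D529A/D531A, 1.16 ± 0.0358 for R544A and 0.866 ± 0.0975 for W330A. For D529A/D531A/W330A this ratio was 0.996 ± 0.0829 (SD, n = 3, exact permutation p = 1), a difference within the spread of the repeats. With each repeat left out in turn it ranged from 0.954 to 1.03.
For the disease mutants on nucleosomes (Fig. 6e), W330R over WT was 10.5 ± 0.816 on H3K4me3, 3.61 ± 0.393 on H3K4me0 and 1.94 ± 0.187 on H3K36me2 (SD, n = 3 each). D333N over WT was 6.01 ± 0.412 on H3K4me3 and 2.36 ± 0.275 on H3K4me0. On H3K36me2 the ratio of D333N over WT was 1.11 ± 0.110 (SD, n = 3, exact permutation p = 0.3), with D333N higher in 7 of the 9 pairings of repeats, and the difference did not exceed the spread of the repeats. E545G over WT was 2.53 ± 0.169 on H3K4me3, 0.520 ± 0.0677 on H3K4me0 and 0.644 ± 0.0596 on H3K36me2.

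**Figure D1:**
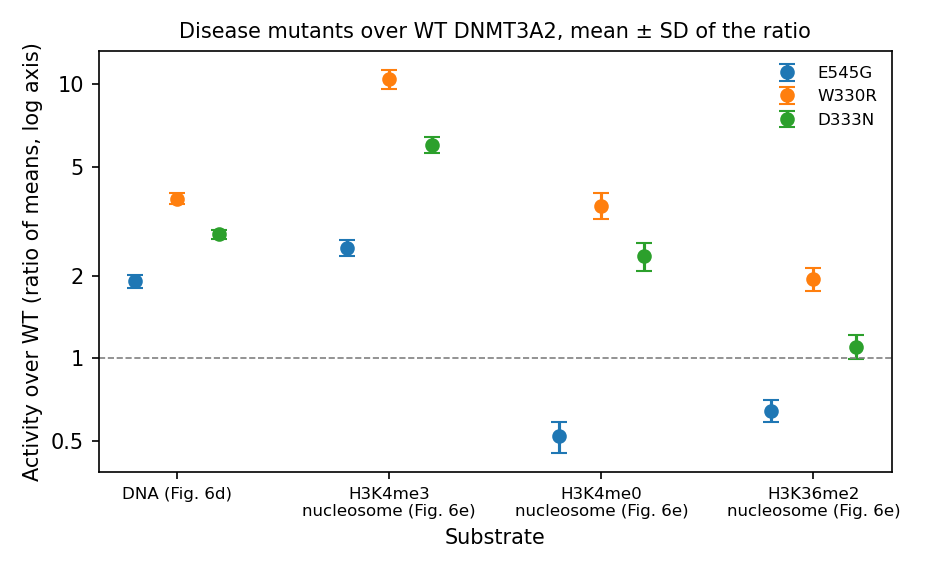
Ratio of the mean radioactivity of each disease mutant to that of WT DNMT3A2-DNMT3L on each substrate, on a log axis; points are ratios of the means of 3 repeats, bars the propagated SD, and the dashed line a ratio of 1. The ratio for D333N on the H3K36me2 nucleosome, 1.11, is the only one whose SD reaches 1.

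Activity on H3K4me0 over that on H3K4me3 nucleosomes in this assay was 7.26 ± 0.683 for WT, 1.49 ± 0.167 for E545G, 2.51 ± 0.239 for W330R and 2.85 ± 0.277 for D333N. Activity on H3K36me2 over H3K4me0 nucleosomes was 1.86 ± 0.215 for WT, 2.31 ± 0.256 for E545G and 0.872 ± 0.0879 for D333N. W330R gave 1.00 ± 0.0886 for the same ratio (SD, n = 3, exact permutation p = 1). In the FP assay, which measures how much of a labeled DNA is bound, the bound fractions in the source data were compared without fitting a binding curve. The source data head the concentrations as those of DNA, while the methods give them as those of DNMT3A2-DNMT3L. At 0.625 µM, the bound fraction exceeded that of WT by 0.533 for W330A and by 0.418 for R544A. At 5 µM the differences were 0.617 for W330A and 0.586 for R544A. Each of these 4 comparisons, 3 repeats against 3, gave an exact permutation p of 0.1, with the mutant higher in 9 of 9 pairings of repeats. The methods scale the fractions by a maximum signal. At 5 µM, W330A was 1 in repeat 1 and R544A was 1 in repeats 2 and 3. A fraction of 1 can thus be set by the scaling and does not show saturation. If the enzymes of a repeat share that maximum, the repeats are paired, which the test ignores.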

For ITC assays, two independent measurements were performed with consistent binding affinity. 

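The RMSF of each alpha carbon of the ADD-MTase region is given for each of the 3 runs of each system in the source data of Fig. 5b, and the comparisons below were set after those values had been seen. The fluctuation of the TRD loop was taken as the mean RMSF over residues 831 to 847. In the 3 runs of the intact complex with the PWWP domain it was 1.30, 1.39 and 1.71 Å, with a mean of 1.46 ± 0.216 Å (SD, n = 3). Without the PWWP domain the runs gave 1.65, 1.62 and 1.46 Å, with a mean of 1.57 ± 0.0983 Å (SD, n = 3). With the H3K4me0 peptide bound to the ADD domain they gave 2.01, 2.02 and 1.78 Å, with a mean of 1.93 ± 0.137 Å (SD, n = 3). The model with H3 exceeded the intact complex by 0.469 Å and the model without the PWWP domain by 0.358 Å, in 9 of 9 pairings of runs in each comparison (exact permutation test, two-sided, p = 0.1 and Benjamini-Hochberg adjusted p = 0.15 over 3 comparisons). The smallest p that 3 runs against 3 allow is 0.1. The model without the PWWP domain exceeded the intact complex by 0.112 Å, less than the SD of that difference between runs, 0.238 Å (exact permutation p = 0.5, higher in 6 of 9 pairings of runs). At R836 alone, the model with H3 exceeded the intact complex by 0.932 Å, while the model without the PWWP domain lay below the intact complex, by a difference of -0.0989 Å. By the median over the loop, the model with H3 exceeded the intact complex by 0.229 Å and the model without the PWWP domain by 0.0593 Å. By the same median, the model without the PWWP domain exceeded the intact complex by 0.169 Å. The paper takes this RMSF together with a movement of the TRD loop away from the ADD domain, which stays in place. It proposes that relief of the autoinhibition by the PWWP domain and binding of H3K4me0 disengage R836, so that the loop can turn toward a potential contact with DNA.

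**Figure D2:**
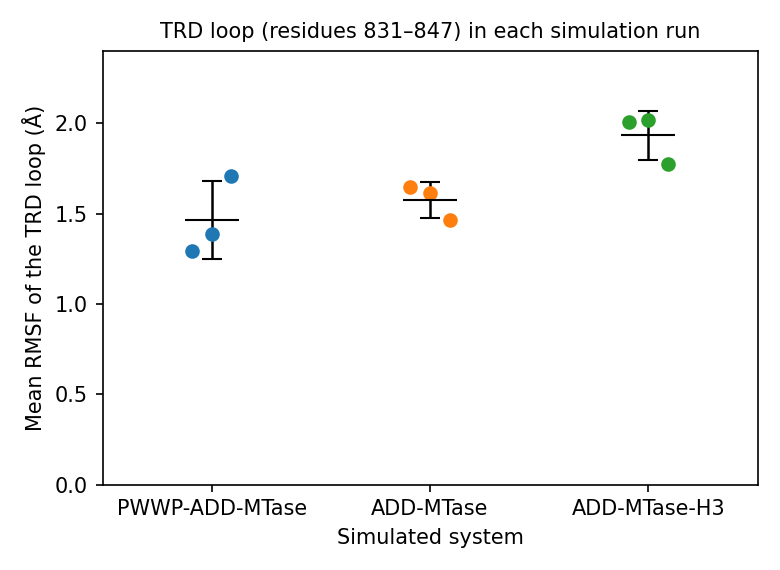
Mean RMSF (Å) of TRD loop residues 831 to 847 in each of the 3 runs of the simulated systems; points are runs, and bars are the mean ± SD. The runs with H3 lie between 1.78 and 2.02 Å, above all runs of the other systems.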

For MD simulation, each system was performed triplicate with consistent results. NMR spectroscopy and Cryo-EM data processing was not repeated but are expected to be reproducible following the same procedure. |
| Randomization   | This is not relevant to our study as no grouping was needed.                                                                                                                                                                                                                                                                                                                                                                                           |
| Blinding        | Blinding is not applicable in this study.                                                                                                                                                                                                                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                        |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Plants

Seed stocks

N/A.

Novel plant genotypes

N/A.

Authentication

N/A.

How the deposited data were processed for this re-analysis (not part of the article)

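RNA was measured by sequencing in C3H 10T1/2 cells, a mouse mesenchymal line that can be turned into adipocytes, with DNMT3A WT, W330R or the double mutant W330R-R181E. The 22 libraries cover 11 conditions with 2 libraries each. WT and W330R have undifferentiated cells and days 2, 4 and 6 of adipocyte differentiation, and the double mutant has days 2, 4 and 6. The labels of the samples name the double mutant R181E, whereas the column names of its 6 libraries say R181A, and the libraries were matched by genotype, day and replicate number. The labels do not say whether replicates come from independent cell lines. The article reports no RNA-seq, so these libraries are described only in the closing section.

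The authors prepared libraries from total RNA and deposited the number of reads counted on each gene symbol, as whole counts without normalization. The paper's text does not name the aligner, the counting tool, the genome build or the annotation used for these counts, nor whether the counting used strand. Between 8859501 and 47453908 reads per library were counted on genes, with a median of 19355792. The medians were 18482524 for WT, 20444686 for W330R and 19047876 for W330R-R181E. The counts limit the precision of low values, and 3 counts in a library were taken as the smallest value that the depth can show. Such floors cover counting error only, since reads copied by PCR are not independent molecules.

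From the deposited counts, genes were kept with the filterByExpr function of edgeR 4.0.16 in R 4.3.3 (minimum count 10, minimum total count 15), which left 14520 genes. Library sizes were normalized by TMM, and 1 quasi-likelihood model was fitted to all 22 libraries with 1 mean per condition. All conditions thus shared the estimate of the spread, because 2 libraries per condition leave few degrees of freedom. There were 13 contrasts: W330R against WT averaged over the 4 stages, the double mutant against W330R and against WT averaged over days 2 to 6, W330R against WT at each of the 4 stages, the double mutant against W330R on each of days 2, 4 and 6, day 6 against undifferentiated cells within WT and W330R, and the difference between the latter pair. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change was its size divided by the square root of the quasi-likelihood F statistic. Gene sets were compared with camera (limma 3.58.1, inter-gene correlation 0.01), with 15 tests of 5 sets adjusted together. The sets were an adipocyte program, developmental transcription factor families, Hox cluster genes, germline genes and imprinted genes.

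The share of the W330R effect kept in the double mutant was the slope through the origin, across genes and on log2 CPM with a prior count of 2, of double mutant minus WT on W330R minus WT over days 2 to 6. The genes were those called between W330R and WT in undifferentiated cells, whose libraries do not enter the slope, and each difference used another WT replicate. A slope between replicates of W330R minus WT served as the ceiling.

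The genes named were set by rule: the DNA methyltransferases that the paper names, 5 markers of adipocytes, and for each averaged contrast the 3 genes with the largest increase and the 3 with the largest decrease among called genes with a mean log2 CPM of at least 1 that changed the same way in every pair of libraries with the same stage and replicate number. All designs, this rule and the alternatives for RNA-seq were set before the data were examined, except where the text says otherwise. Where a gene had both libraries of a condition at or under 3 counts, CPM ranges are given in place of a fold change. The share of each named gene's sequences of 50 bases found in other genes, and the genes that overlap it, were taken from the GENCODE annotation of the mouse at hand, since the build behind the counts is not stated.

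The alternatives were DESeq2 1.42.0 in place of edgeR, RLE in place of TMM normalization, no filter on low counts, a fit of only the conditions in the contrast, the replicate number as a block, and leaving out each library in turn. For gene sets, the fry rotation test was also run. The replicate numbers come from the labels, which do not say what the numbers share. The fold changes, calls, gene set tests and slopes were tested on simulated counts for 14520 genes, of which 200 were changed by known amounts. Of the 194 changed genes among the 14108 that passed the filter, edgeR recovered 68.0% for W330R against WT over the 4 stages, with 5.04% of its calls false, against 15.3% false for DESeq2. It recovered 28.4% for the double mutant against W330R, 31.4% for the double mutant against WT and 36.1% for W330R against WT in undifferentiated cells. The simulated libraries all had the same spread, so that this test does not cover a spread that differs between stages. A slope made as 0.5 was estimated as 0.497. The simulation gave each gene the same effect at every stage and no variation shared by a replicate number. It therefore does not test the slope or the calls where effects change between stages or libraries correlate.

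The values of the in vitro methylation, FP and molecular dynamics experiments were taken from the source data of the article, where the authors give radioactivity counts, bound fractions and RMSF values per repeat or run. They were analysed with NumPy 2.4.6 and SciPy 1.17.1, by ratios or differences of means with exact permutation tests, two-sided, on 3 repeats against 3. These comparisons and their alternatives were set after the source data had been seen. The paper used a two-tailed Student's t test for its activity assays. Dissociation constants were not refitted. The structural, NMR and calorimetry data were not analysed here, nor were the genomic methylation data of the TKO and QKO cells.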

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

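The RNA-seq libraries are data that the paper does not report on, so each signal in them is described here. The tests of library correlation with the replicate number removed, of naming patterns, and of splits that part the pairs of every stage were chosen only after the results had been seen, as was a form of the slope named below. The other tests of this part were set before. The labels give no independent cell lines for a genotype, so that a difference between genotypes could not be told apart from a difference between the lines or pools that carry them. For double-mutant libraries the label R181E is used, although their column names say R181A.

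Averaged over the 4 stages, 3329 of 14520 genes were called between W330R and WT (edgeR, adjusted p under 0.05), 1621 higher and 1708 lower in W330R. Averaged over days 2 to 6, 2501 genes were called between the double mutant and W330R, 1142 higher and 1359 lower, and 1390 between the double mutant and WT, 647 higher and 743 lower. With the replicate block these counts were 4092, 3185 and 2338, and of the genes called without the block 3323, 2500 and 1390 were called in the same direction. The deviations of same-numbered libraries from their condition means correlated on average by 0.215 over the 36 pairs of conditions on days 2 to 6, by 0.280 on the same day, and by -0.0139 between undifferentiated cells and later days. Within a genotype, days 2 and 4 correlated by 0.438 in WT, 0.343 in W330R and 0.461 in the double mutant. Days 2 and 6 correlated by 0.300, 0.131 and 0.100. The fits, and the splits below, treat the libraries of different days as independent. The counts of the averaged contrasts may therefore be too high, and same-numbered pairs of different days are not independent replicates.

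Splits of the libraries that exchange same-numbered pairs between the genotypes were compared with the real grouping. For W330R against WT, 1 of 100 splits, drawn from 128, called as many genes, and that was the real one. The next largest counts were 3212 and 2460. The former came from the split that exchanges both undifferentiated pairs, and the median of the other splits was 1. That split follows the naming pattern of the libraries, and its count fell below the real one by little, so the count rests mainly on days 2 to 6. For the double mutant, 1 of 32 splits called as many genes against W330R, and 1 of 32 against WT, in both cases the real one. The highest counts among the other splits were 73 and 76.

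Library size, GC content, gene length and dominant genes were tested on these calls. After thinning every library to the smallest total, 85.6% of the genes called between W330R and WT, 82.7% of those between the double mutant and W330R, and 77.8% of those between the double mutant and WT were called again in the same direction. Thinning all libraries in proportion, so that their totals kept their ratios, gave 82.1%, 79.2% and 74.5%. With an offset for GC content, 97.9%, 94.9% and 96.5% were called again, and with one for gene length 94.7%, 93.0% and 94.0%. Without the 20 genes with the most counts, the shares were 97.2%, 98.6% and 96.9%. In the fits with the replicate block, all of these shares lay between 76.0% and 98.9%. None of these properties accounted for most of the calls in the 3 averaged contrasts.

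A mislabelled library was tested by the genotype with which each library correlated best at its stage. As counted, 1 of 16 libraries was closest to the other genotype for W330R against WT, 3 of 12 for the double mutant against W330R, and 9 of 12 for the double mutant against WT. These counts met the rule set before for a mislabelled library. With the mean of each replicate number removed, a test chosen after these counts, 0 of 16, 0 of 12 and 0 of 12 libraries were closest to another genotype. Removing that mean itself lowers the correlation between same-numbered libraries of different genotypes, so part of this fall is set by the removal. These counts therefore argue only weakly against a library exchanged between genotypes, and do not exclude one. Because genotype and cell line cannot be separated, the differences between genotypes are not assigned to a biological cause here.

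At single stages, 254 genes were called between W330R and WT in undifferentiated cells, 445 on day 2, 891 on day 4 and 1095 on day 6. Between the double mutant and W330R, 387 were called on day 2, 278 on day 4 and 218 on day 6. With the replicate block, W330R against WT gave 392 genes in undifferentiated cells, 9.1e+02 on day 2 (365 of them lower), 1848 on day 4 and 1757 on day 6, and the double mutant against W330R 749, 542 and 498. Under the same technical checks, 57.1% to 100% of the genes of these 7 contrasts were called again in the same direction, and 67.1% to 99.3% in the fits with the replicate block. With 2 libraries per condition, other groupings were not counted for single stages. Differences in count between stages were not tested as such, except that between day 6 and undifferentiated cells.

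Between day 6 and undifferentiated cells, 7160 genes were called in WT and 5597 in W330R, and 7786 and 6399 with the replicate block. The effect of W330R differed between day 6 and undifferentiated cells, by a test of the difference itself, for 564 genes, 245 with a higher and 319 with a lower value, and for 1014 with the replicate block. The column names of the undifferentiated libraries follow another pattern than those of days 2 to 6, and 0 of the 4 stages hold libraries of both patterns. A difference between sequencing batches therefore cannot be told apart from the step from undifferentiated cells to later days in the counts for WT and for W330R. A batch effect shared by both genotypes cancels in the difference between them, and only one that differs between the genotypes is left open there. Changes from day 2 to day 6 lie within 1 naming pattern, such as the rise of Adipoq in WT from a mean of 42.4 CPM on day 2 to 420 CPM on day 4. Under the technical checks, 66.3% to 99.1% of the genes of these 3 contrasts were called again in the same direction.

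Of 15 gene set tests, 5 passed an adjusted p of 0.05 (camera on the edgeR fit). The 29 genes of the adipocyte program were lower in W330R than in WT by a mean log2 fold change of -0.88 (adjusted p = 1.9e-10, the set lower in 6 of 8 same-numbered pairs). They were higher in the double mutant than in W330R by 0.61 (adjusted p = 8.1e-07, 6 of 6 pairs) and lower than in WT by -0.78 (adjusted p = 7.5e-19, 5 of 6 pairs). The 72 developmental transcription factors were higher in W330R than in WT by 0.19 (adjusted p = 5.4e-05, 7 of 8 pairs) and lower in the double mutant than in W330R by -0.14 (adjusted p = 7.8e-04, 5 of 6 pairs). With the replicate block, the adjusted p of these tests was 5.2e-11, 7.1e-07, 2.7e-19, 2.3e-05 and 4.7e-04. Hox cluster genes in W330R against WT passed with the block but not in the main fit (adjusted p = 0.037, against 0.072). The same held for developmental transcription factors in the double mutant against WT (adjusted p = 0.037, against 0.072). Without the block, 8 of the 15 tests passed after thinning to the smallest total and 6 with the correction for GC content, against 5 before. All 5 tests that passed before passed again after this thinning and with the corrections for GC content and gene length. Without the 20 genes with the most counts, 5 of 5 passed. A difference in library size, GC content, gene length or a few genes taking most of the counts therefore does not account for these 5 results.

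The splits of the libraries gave another picture for these sets. A p as small for the adipocyte program came from 21 of 100 splits for W330R against WT, from 3 of 32 for the double mutant against W330R, and from 6 of 32 for the double mutant against WT, the real grouping included. For the developmental transcription factors it was 7 of 100 for W330R against WT and 3 of 32 for the double mutant against W330R. Counting the real grouping, more than 1 of 20 splits thus gave gene set results as strong, so that by the rule set before these shifts are not set apart from those of other groupings. These splits differ in kind, however. For the adipocyte program in W330R and in the double mutant against WT, the lowest p came from exchanging both pairs of days 4 and 6, which keeps the genotype difference of each stage and reverses its sign at 2 of them. For the other 3 results, the lowest p came from splits that part the pairs of 1 or more stages, for the adipocyte program in the double mutant against W330R by exchanging the first pair of day 6 alone. Splits that part pairs at some stages only still keep the genotype difference of the others. Splits that exchange 1 of the 2 pairs at every stage remove the genotype difference of each stage. Among these and the real grouping, a p as small came from 1 of 9 for both sets in W330R against WT, and from 1 of 5 for both sets in the double mutant against W330R and for the adipocyte program in the double mutant against WT, in each case the real one. So few splits cannot give a share under 0.05, and differences between single libraries are neither shown nor excluded as the source of these shifts.

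The share of the W330R effect kept in the double mutant was 0.121, the mean of 0.198 and 0.0442 for the assignments of the WT replicates (SD 0.109), across the 254 genes called in undifferentiated cells. Of these genes, 47.6% had the same direction in W330R against WT on day 2 as in undifferentiated cells, 44.9% on day 4 and 42.1% on day 6. The share thus refers to the W330R effect of days 2 to 6 in these genes, not to that of undifferentiated cells. The slope between replicates of W330R minus WT, which noise between libraries keeps below 1, was 0.815. The slope is across genes, which are not independent replicates, and no test was attached to it. With same-numbered libraries within each difference and the other number in the other difference, a form chosen after seeing the data in which an effect shared by a replicate number cancels, the share was 0.138. The double mutant therefore lay nearer to WT than to W330R in these genes on days 2 to 6, and a difference between the cell lines was not excluded as the source. This did not hold for the adipocyte program, whose mean log2 fold change in the double mutant was -0.78 against WT and 0.61 against W330R. For the developmental transcription factors these values were 0.13 and -0.14.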

How the results depend on the processing

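The count for W330R against WT over the 4 stages stayed within 1.5 times 3329 under every alternative run: 2902 with no filter on low counts, 3314 with RLE, 3769 with only its conditions in the fit, 3941 with DESeq2, 4092 with the replicate block, and 4218 over days 2 to 6 alone, an average chosen after seeing the data. It ranged from 2259 to 3702 across the 16 fits that each left out 1 library. For the double mutant against W330R the alternatives gave 1846 to 3185 genes, and the 12 fits that each left out 1 library 1585 to 2432.

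For the double mutant against WT, 1390 genes became 2272 with DESeq2, 2338 with the replicate block, 163 with only its conditions in the fit, and 699 in a fit of the 18 libraries of days 2 to 6. With the replicate block, the fit of the 18 libraries gave 1985. The 12 fits that each left out 1 library gave 483 to 2089. The fits of the 18 libraries, with and without the block, were chosen after seeing the data.

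At single stages, counts follow in the order W330R against WT on days 2, 4 and 6, then the double mutant against W330R on the same days. DESeq2 gave 1081, 1700, 1754, 902, 690 and 674 genes, and the replicate block 9.1e+02 (365 of them lower), 1848, 1757, 749, 542 and 498. Fits of only the conditions in the contrast gave 0, 0, 57, 0, 0 and 0, with 1579, 2718, 3039, 1158, 1956 and 2027 genes at an unadjusted p under 0.05. The fit of the 18 libraries gave 150, 295, 643, 179, 68 and 40, and with the replicate block 715, 1536, 1522, 628, 433 and 369. In undifferentiated cells, W330R against WT gave 254 genes, 528 with DESeq2, 392 with the replicate block, and 4194 with only its conditions in the fit. The difference between day 6 and undifferentiated cells gave 564, 1109 with DESeq2, 1014 with the replicate block, and 1247 with only its conditions. RLE and no filter left these 8 counts within 1.5 times. Between day 6 and undifferentiated cells, all alternatives stayed within 1.5 times, from 6657 to 7786 in WT and from 4922 to 7829 in W330R.

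The spread between replicates bears on the fits of fewer conditions. The biological coefficient of variation was 4.63% in the 4 undifferentiated libraries, 30.7% on day 2, 24.0% on day 4 and 24.1% on day 6, against 24.3% in the fit of all libraries. It was 26.7% over the 18 libraries of days 2 to 6. The shared estimate may therefore be too wide for undifferentiated cells, where 4194 genes were called alone. It may also be too narrow for days 2 to 6, 24.3% against 26.7%, so that counts for those days may be too high. Days 4 and 6 each had a spread close to that of all libraries by this single value. Whether the spread of single genes on those days accounts for the lower counts in the fit of the 18 libraries was not tested. That fit leaves out the undifferentiated libraries and so uses a wider shared spread on every day. DESeq2 made more false calls than edgeR on simulated counts, 15.3% against 5.04%, which bears on its larger counts. Same-numbered libraries of days 2 to 6 correlate, by 0.215 on average, and a block removes such shared variation from the spread, which bears on the larger counts with the block. The counts at single stages are thus known only to within their alternatives. The depth limits genes with at most 3 counts in both libraries of a condition, for which no fold change is given.

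The share of the W330R effect kept in the double mutant was -0.0067 on day 2 alone, 0.282 on day 6 alone, and 0.237 as the median of gene-wise ratios, against 0.121, and the cause was not tested. It moved by less than its SD on day 4 alone, with RLE, with genes changed by a log2 fold change of at least 1, and with same-numbered libraries in each difference, which was chosen after seeing the data.

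Between 4 and 7 gene set tests passed under the alternatives, against 5. Without the filter on low counts the direction reversed for germline genes in the double mutant against W330R (adjusted p = 0.924, 0.824 to 0.924 over the alternatives) and for imprinted genes in the double mutant against WT (adjusted p = 0.952, 0.813 to 0.952), neither of which passed in any fit. Of the other gene set values, 1 became weaker and 2 stronger among 60. For developmental transcription factors in the double mutant against W330R, fry gave an adjusted p of 0.0531, with 4.7e-04 to 0.0531 over the alternatives.

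For single genes, 17 of 215 values under the alternatives set before changed, 5 weaker and 12 stronger, and 3 of 53 under those added later, 1 weaker and 2 stronger. With each library left out in turn, 65 of 480 values changed, 43 weaker, 10 stronger, 9 reversed and 3 moved by more than the spread. Those that lost a call in some of these fits were Hapln1 in the double mutant against WT, Pparg and Fabp4 in W330R against WT, Cebpa and Adipoq in the double mutant against W330R, and Plin1 in the double mutant against WT. Near 0, the log2 fold change crossed sign for Dnmt1 (-0.17 to 0.091) and Plin1 (-0.31 to 0.25) in the double mutant against W330R, and for the day 6 minus undifferentiated effect of W330R on Dnmt3a (-0.084 to 0.34) and Dnmt3b (-0.28 to 0.00029). Cebpa in W330R against WT kept its call in every fit.

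For the TRD loop, the H3-bound model minus the intact complex was 0.932 Å at R836 alone and 0.229 Å by the median over the loop, against 0.469 Å. The H3-bound model minus the model without the PWWP domain was 0.0593 Å by the median over the loop and 1.03 Å at R836, against 0.358 Å. The model without the PWWP domain minus the intact complex was 0.169 Å by the median over the loop, against 0.112 Å by the mean. With each run left out, the latter stayed between 0.0275 and 0.234 Å. This difference reversed, to -0.0989 Å at R836 and to -0.113 when divided by the mean over the MTase domain, and the cause was not tested. The divided value rests largely on run 1 of the model without the PWWP domain. That run had a mean over the MTase domain of 1.13 Å, against 0.779 and 0.888 Å in the other runs of that model. Leaving out each run changed no direction of the mean over the loop, and was not done for the divided values. Among the 36 activity ratios, the ratios near 1 crossed it with a repeat left out: 0.954 to 1.03 for D529A/D531A/W330A and 0.982 to 1.04 for W330R in Fig. 6e, both H3K36me2 over H3K4me0.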

Differences from the paper's values

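For 11 values that the paper states, all activity ratios, the same measure was computed here from the source data. A difference was set as more than the propagated SD and also more than 1.5-fold. None of the 11 values differed by that rule, under any alternative. The ratios come from the paper's own repeats, so this checks the calculation and gives no independent support. The paper states that D333N is more active than WT on all nucleosome substrates (Fig. 6e). On the H3K36me2 nucleosome the ratio computed here was 1.11 ± 0.110 (SD, n = 3), and the repeats of D333N and WT overlapped (exact permutation p = 0.3). It stayed above 1, between 1.06 and 1.15, with each repeat left out. The paper states that the RMSF of the TRD loop is lowest in the DNMT3A2-DNMT3L complex (Fig. 5c). The mean over the loop follows that order, by 0.112 Å with overlapping runs, and so does the median over the loop, by 0.169 Å. At R836 alone the model without the PWWP domain was lower, by a difference of -0.0989 Å, also with overlapping runs. After division by the mean over the MTase domain that model was lower too, by a difference of -0.113. This value rests largely on run 1 of that model, whose mean over the MTase domain was 1.13 Å.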

Other observations

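The test of an interferon response below and the list of genes it uses were chosen after the values of Ifit1, Ifi47 and Apol9a had been seen. Log2 fold changes come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the genes were chosen by the rule set before the data were examined. Not every gene that the rule selects is described. Libraries of different days share deviations within a genotype, so the same-numbered pairs counted below are not independent.

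Of the genes named by rule in W330R against WT over the 4 stages, Ifit1 had a log2 fold change of 4.04 (standard error 0.89, adjusted p = 0.0060), Apol9a 3.31 (0.56, 0.0013) and Hopx -2.68 (0.55, 0.0037), each in the same direction in 8 of 8 same-numbered pairs. Ifi47 was also higher and Col8a1 lower in 8 of 8 pairs, but both libraries of a condition had at most 3 counts. On days 2 to 6, Ifi47 ranged from 5.06 to 20.0 CPM in W330R and from 0 to 2.87 CPM in WT. In undifferentiated cells it was 5.72 and 5.55 CPM in W330R and 0.176 and 0.134 CPM in WT. Col8a1 ranged from 0.0381 to 1.01 CPM in W330R and from 0.148 to 14.7 CPM in WT. Ifit1 shares 7.13% of its sequences of 50 bases with its paralogs Ifit1bl1 and Ifit1bl2, Hopx 8.91% with Hopxos, and Ifi47 overlaps Olfr56 and Gm12188, so that their counts are uncertain by the reads these genes share.

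In the double mutant against W330R, Col9a1 had a log2 fold change of 5.28 (standard error 0.91, adjusted p = 0.0014, 6 of 6 pairs). Hapln1 and Sh3tc2 were higher and Csprs, Arnt2 and Efemp1 lower in 6 of 6 pairs, with a condition at or under 3 counts. Csprs ranged from 7.08 to 31.6 CPM in W330R, from 0 to 3.14 CPM in the double mutant and from 0.0492 to 0.243 CPM in WT. Efemp1 ranged from 1.37 to 23.9 CPM in W330R and from 0.099 to 0.883 CPM in the double mutant, and Arnt2 from 0.889 to 11.6 against 0 to 1.31 CPM. Sh3tc2 ranged from 1.73 to 16.7 CPM in the double mutant and from 0 to 1.22 CPM in W330R. In the double mutant against WT, Kcne2 had a log2 fold change of 3.48 (0.56, adjusted p = 0.0032), Hapln1 3.52 (0.98, 0.038), Car2 -3.55 (0.52, 0.0025), Lonrf3 -3.14 (0.35, 5.9e-04) and Klhl13 -2.55 (0.28, 6.7e-04), each in 6 of 6 pairs. Klhl13 overlaps Gm14523 on the same strand, and Arnt2 shares 2.74% of its sequences with Gm30873. Csprs has no entry under that symbol in the annotation used for shared sequences.

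Ifit1, Ifi47 and Apol9a belong to the genes that interferon induces. In 29 other tested genes of a list of 32 interferon-induced genes, the mean log2 CPM was 1.82 higher in W330R than in WT. By edgeR's test, 20 of the 29 were called higher and 0 lower. The camera test over 14520 genes gave a p of 6.2e-12 for the list, and 3.0e-11 with the replicate block. The list was higher in W330R in 6 of 8 same-numbered pairs, fewer than the 7 set as the rule for an interferon response in the W330R libraries. Both pairs in which it was not higher are of undifferentiated cells. On days 2 to 6, a restriction made after seeing the values, it was higher in 6 of 6 pairs, with a mean log2 CPM from 1.62 to 4.78 in the W330R libraries and from -0.16 to 1.07 in those of WT. The replicates of W330R differed by up to 2.37 in the mean log2 CPM of the list, on day 4, more than the 1.82 between genotypes over the 4 stages, which was the rule for a response in single libraries. Within each day, however, the difference between genotypes was the larger: 2.72 against 1.92 between W330R replicates on day 2, 2.75 against 2.37 on day 4 and 2.08 against 1.25 on day 6. On day 6 the double-mutant replicates differed by 4.35. An interferon response in W330R on days 2 to 6, of a size that varies between libraries, is therefore a candidate explanation for the differences of these genes on those days, whether from the cells or from the culture, and neither source was tested. It does not explain that the 3 genes were higher in W330R in undifferentiated cells too, most of all Ifi47, where the list was lower in W330R by a difference of -0.26.

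Dnmt3a was not called in W330R against WT (log2 fold change -0.36, standard error 0.20, adjusted p = 0.21, lower in 7 of 8 pairs). With the replicate block its adjusted p was 0.032, within a range of 0.032 to 0.20 over the alternatives. In the double mutant against WT it was -0.68 (0.23, 0.075), not called, and with the block -0.70 with an adjusted p of 0.0050, within a range of 0.0022 to 0.20 over the alternatives. Dnmt1 was 0.26 (0.11, 0.093) and Dnmt3b 0.26 (0.12, 0.14) in W330R against WT, not called. With the block the adjusted p was 0.046 for Dnmt1, within a range of 0.042 to 0.12 over the alternatives, and 0.088 for Dnmt3b. Dnmt3b shares 11.5% of its sequences with Dnmt3c. In the double mutant against W330R, Dnmt1 was -0.032 (0.12, 0.91), Dnmt3a -0.24 (0.23, 0.54) and Dnmt3b 0.20 (0.14, 0.37). The W330R effect on day 6 minus that in undifferentiated cells was 0.11 for Dnmt3a (0.56, 0.97) and -0.14 for Dnmt3b (0.35, 0.90). Dnmt3l had 0 to 2 counts in every library. The counts do not separate endogenous Dnmt3a from transcripts of an introduced DNMT3A.

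Among the adipocyte markers, Cebpa was lower in W330R than in WT by -1.86 (standard error 0.16, adjusted p = 1.9e-05, 8 of 8 pairs), higher in the double mutant than in W330R by 0.66 (0.18, 0.021, 5 of 6 pairs) and lower than in WT by -1.54 (0.18, 6.7e-04, 6 of 6 pairs). Pparg was lower in W330R by -0.45 (0.14, 0.029, 6 of 8 pairs) and Fabp4 by -0.85 (0.25, 0.023, 6 of 8 pairs). Adipoq was higher in the double mutant than in W330R by 0.74 (0.20, 0.019, 5 of 6 pairs). By day, Cebpa in the double mutant against W330R was 1.38 on day 2 (adjusted p = 0.033). It was 0.55 on day 4 and 0.058 on day 6, not called on either. Adipoq was 1.35 on day 2, 0.39 on day 4 and 0.47 on day 6, and was called on none of these days. Differences between these days were not tested. Plin1 was lower in the double mutant than in WT by -1.16 (0.27, 0.024, 5 of 6 pairs). By stage, Pparg in W330R against WT was 0.038 in undifferentiated cells and 0.055 on day 2, neither called. On day 6 it was -1.11 (0.27, 0.026), Fabp4 -2.18 (0.49, 0.016), Adipoq -1.84 (0.35, 0.0067) and Plin1 -2.09 (0.49, 0.023). In WT, Fabp4 rose by 9.75 from undifferentiated cells to day 6 (0.69, 2.5e-07), Adipoq was at least 3879-fold higher and Plin1 at least 631-fold higher. Plin1 was at least 113-fold higher in W330R, where Fabp4 rose by 7.25 (0.63, 3.5e-06) and Adipoq by 8.64 (0.52, 2.4e-07). The W330R effect on day 6 minus that in undifferentiated cells was -2.50 for Fabp4 (0.74, 0.076), -1.15 for Pparg (0.39, 0.13) and -1.15 for Cebpa (0.45, 0.20), not called. With the replicate block the adjusted p was 0.040 for Fabp4, 0.046 for Pparg and 0.10 for Cebpa. Of the 8 genes fixed before with a test in these contrasts, 3 were called in W330R against WT, 2 in the double mutant against W330R and 2 in the double mutant against WT when adjusted over all genes, and 3, 2 and 8 when adjusted over the list.

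Of the 3329 genes called between W330R and WT, 7.18% had the same direction in the double mutant against W330R, and 1306 were called there in the opposite direction. In the double mutant against WT, 83.9% had the same direction. Both shares are biased, because the contrasts share the W330R or the WT libraries, and they show no independent support for a partial reversal.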
